# The BET/BRD inhibitor JQ1 improves brain plasticity in WT and APP mice

**DOI:** 10.1038/tp.2017.202

**Published:** 2017-09-26

**Authors:** E Benito, B Ramachandran, H Schroeder, G Schmidt, H Urbanke, S Burkhardt, V Capece, C Dean, A Fischer

## Abstract

Histone acetylation is essential for memory formation and its deregulation contributes to the pathogenesis of Alzheimer’s disease. Thus, targeting histone acetylation is discussed as a novel approach to treat dementia. The histone acetylation landscape is shaped by chromatin *writer* and *eraser* proteins, while *readers* link chromatin state to cellular function. Chromatin readers emerged novel drug targets in cancer research but little is known about the manipulation of *readers* in the adult brain. Here we tested the effect of JQ1—a small-molecule inhibitor of the chromatin readers BRD2, BRD3, BRD4 and BRDT—on brain function and show that JQ1 is able to enhance cognitive performance and long-term potentiation in wild-type animals and in a mouse model for Alzheimer’s disease. Systemic administration of JQ1 elicited a hippocampal gene expression program that is associated with ion channel activity, transcription and DNA repair. Our findings suggest that JQ1 could be used as a therapy against dementia and should be further tested in the context of learning and memory.

## Introduction

There is substantial evidence that histone acetylation plays a key role in memory consolidation and deregulated histone acetylation has been linked to neurodegenerative diseases such as Alzheimer’s disease (AD)^1, 2, 3^. The histone acetylation landscape is shaped by the counteracting activity of so-called ‘writer’ and ‘eraser’ proteins that add or remove acetyl groups from histone proteins.^4, 5^ Histone deacetylases (HDACs) that constitute part of the ‘eraser’ activity in particular have gained increasing interest, since HDAC inhibitors were shown to ameliorate disease phenotypes in models for various neurodegenerative diseases.^6, 7^ In contrast, there is only limited knowledge about the role of ‘chromatin readers’ that recognize combinatorial patters of histone modifications and thus provide the essential link between histone changes and corresponding changes in cellular function. The Bromodomain Extraterminal (BET) subfamily of chromatin readers is highly specific toward acetylated histone tails, with highest affinity for H4K12, and H4K5.^8, 9^ This is interesting, as BRD2 and BRD4 preferentially bind H4K12ac.^8, 9^ Moreover, H4K5ac and H4K12ac were specifically linked to memory function and age-associated memory impairment.^10, 11, 12^

In addition to their high target specificity, BETs have gained attention due to the recent development of very efficient small-molecule inhibitors that block their binding to acetylated residues.^13, 14^ JQ1 is a BET inhibitor with highest specificity for BRD4^14^ and it (or its derivative molecules) has shown beneficial effects in several disease models, including leukemia,^15, 16^ neuroblastoma,^17^ arthritis^18^ and pathological heart remodeling.^19^

However, the effect of JQ1 and other BET/BRD inhibitors in the adult brain is not well defined and the few data that exist does not allow for a defined conclusion.^20, 21, 22, 23, 24^ As such, a detailed investigation on the effects of JQ1 on memory function and synaptic plasticity in the context of neurodegenerative diseases is missing. Thus, we decided to test the effect of JQ1 on cognitive performance. We found that JQ1 improves associative memory and enhances spatial memory precision both in wild-type animals and in a mouse model of AD. We also carried out electrophysiological measurements and found that JQ1 enhances long-term potentiation (LTP). Gene expression profiling of the hippocampal CA1 region of JQ1-treated animals revealed functional networks associated with ion channel activity and transcription, and with additional DNA repair subnetworks in APP/PS1–21 animals. Our data provide evidence that JQ1 and related BET/BRD inhibitors may be suitable drugs to treat dementia.

## Materials and methods

### Animals

All experiments were carried out complying with local regulations under protocol G12/961. Ten-week-old C57Bl/6j males were purchased from Janvier (Le Genest St Isle, France) and allowed to habituate to the facility for at least 1 week before any handling or experiments began. APP/PS1–21 animals belonged to the Tg(Thy1-APPSw,Thy1-PSEN1*L166P)21Jckr line. Females (8–10 months old) were used for behavioral experiments. Animals were kept in a 12 h/12 h light/dark cycle and provided with food and water *ad libitum*. Animals were single-caged prior to behavioral testing.

### 3JQ1 injections and behavior

JQ1 was initially a gift from Dr Jay Bradner and later was purchased form ApexBio (Taufkirchen, Germany). JQ1 was dissolved at 50 mg ml^−1^ in DMSO and kept in frozen aliquots at −20 °C. The JQ1 injection solution was prepared fresh every day by mixing nine parts of 10% bega-cyclodextrin (Sigma, Taufkirchen, Germany) with one part of JQ1 as per the recommendation from the Bradner lab. Animals were given an intraperitoneal 50 mg kg^−1^ dose at the indicated times in the different experimental settings. For the open field test, animals were given daily JQ1 injections 1 week prior to the behavioral test. On the day of testing, animals were placed in a 50cm × 50cm gray box and their activity tracked and recorded automatically for 25 min with a TSE tracking system and using the proprietary software Videomot (Bad Homburg, Germany) (TSE). For fear-conditioning, mice were introduced in the conditioning chamber (Med Associates) for 3 min, after which they received a 2 s 0.5 mA footshock. Animals were then removed from the chamber and put back in their home cage for 24 h or 4 weeks prior to testing. On the testing day, animals were reintroduced into the conditioning context and freezing behavior was automatically recorded during 3 min using the proprietary software Video Freeze (Med Associates). For water maze experiments, animals were given four consecutive trials with randomized entry points in a round pool filled with opaque water. Each trial lasted 1 min. If the animals did not find the platform within this time, they were gently guided to the platform and allowed to stay on the platform for 15 s. Latency to reach the platform was recorded using TSE’s Videomot software. On probe test day, the platform was removed and the percentage of time spent in the target quadrant and percentage of time spent in the platform area were recorded over the course of 1 min. For rotarod experiments, animals were trained on two consecutive days at 5 r.p.m. and tested on day 3 with an acceleration from 5 to 40 r.p.m. over 240 s. The latency and r.p.m. to fall were recorded using TSE’s Rotarod Advanced system.

### Cannulation and intrahippocampal JQ1 injections

Animals that received intrahippocampal JQ1 injections were given metamizol in drinking water (3 ml l^−1^) 3 days prior to the operation and until 4 days post operation. Animals were anesthetized with ketamine/xylazine (80 and 10 mg kg^−1^, respectively) and were placed in a stereotaxic device (myNeuroLab, Wetzlar, Germany). Holes were drilled at anteroposterior −1.75 mm and mediolateral ±1 mm from bregma, and 2 mm long cannulae implanted and fixed with dental cement. Animals were given at least 1 week recovery time before being used for any behavioral experiments. For intracannulae injections, animals were anesthesized with isofluorane and 1 μl (5 μg) of JQ1 per side was injected at a rate of 0.3 μl min^−1^.

### Tissue dissection, RNA extraction and qRT-PCR

Animals were killed via cervical dislocation, the brain quickly removed on ice and hippocampal subregions dissected in ice-cold PBS under a dissection microscope. For the RNA-Seq experiment, animals were killed 24 h after the probe test after 13 (WT-JQ1) and 10 (APP-JQ1) injections. Tissue was snap-frozen in liquid nitrogen and stored at −80 °C until processing. RNA extraction was done using Tri reagent (Sigma) following manufacturer’s instructions. DNaseI treatment was performed prior to RNA-Seq to ensure no carry-over of genomic DNA. DNaseI-digested RNA was purified using Phenol:Chloroform according to the standard protocols. RNA was checked for concentration and purity in the Bioanalyzer (Agilent, Waldbronn, Germany). cDNA synthesis was done using Roche’s ‘First strand cDNA synthesis kit’ according to the manufacturer’s instructions. At least 1 ng of cDNA was used per qPCR reaction. Every reaction was run at least in duplicate to minimize the effect of pipetting variability. Data were analyzed with the DDCt method. A primer list is provided in Supplementary Table S6.

### RNA-Seq data analysis and reanalysis of publicly available data sets

RNA-Seq was carried out in a HiSeq2000 according to the manufacturer’s instructions. Reads were aligned to mm10 using STAR^25^ with the following parameters —outFilterMismatchNmax 2 —outSAMstrandField intronMotif —sjdbOverhang 49 and counts were generated using htseq.^26^ Downstream analysis was carried out using cufflinks/cuffdiff^27^ and deseq2.^28^ Genes were considered significant with an adjusted *P*-value under 0.05. Gene set overlaps were calculated using Venny.^29^ Functional enrichment analysis was performed using Webgestalt 2.0^30^ and gene network visualization was carried out using Cytoscape 3.0’s plugin ClueGO.^31^ Pathways were considered significant at an adjusted *P*-value cutoff of 0.1. RNA-Seq data have been deposited with GEO’s accession number GSE93796. For data meta-analysis, data from Shahbazi *et al.* (PMID 26733615) were analyzed with GEO2R and genes differentially affected by JQ1 were used as input for ClueGO.

### Hippocampal cultures and JQ1 treatment

Hippocampal cultures were prepared from E17 embryos from CD1 pregnant females. Females were quickly killed by cervical dislocation, embryos decapitated and hippocampi dissected on ice. Tissue was digested with 0.25% trypsin for 15 min at 37 °C, washed 3 × with DMEM containing 10% FBS and homogenized with 10–12 strokes of a P1000. Cells were then counted and plated in Neurobasal containing 20% B27 and 1% penicillin/streptomycin at 130 000 cells per well on 24-well plates (for RNA) or 700 000 cells per well (for protein) in 6-well plates. Cells were fed by exchanging 30% of the medium with fresh neurobasal medium every 2–3 days. On DIV 8, cells were treated with DMSO (vehicle) or JQ1 (ApexBio) at 250 nM. Cells were collected for RNA/protein extraction after 24 h or 30 min as indicated. RNA was extracted with Tri reagent as described above.

### Chromatin-bound protein fractionation and western blot

Cultures were prepared as described above and cells collected in PBS, spun and flash-frozen in liquid nitrogen at 24 h and 30 min post treatment with JQ1. The chromatin-bound fraction was isolated using ThermoFisher’s kit #78840 following manufacturer’s instructions. The resulting protein was loaded onto a 4–20% gradient precast gel (Bio-Rad, Munich, Germany) and run for 2 h at 80 V. Protein was transferred onto nitrocellulose membranes using Bio-Rad’s semi-dry transfer system. Antibody incubation was done overnight at 4 °C in TBST containing 0.5% BSA with gentle agitation. Antibodies used were as follows: BRD4 (Abcam 128874 1:200, Cambridge, UK) and H3 (Abcam 1791 1:1000). Blots were scanned in a Licor system.

### Slice preparation and electrophysiological measurements

Acute hippocampal slices were prepared as previously described^32^ from 10- to 12-week-old C57B/6j or 8- to 10-month-old APP/PS1–21 mice (see above). Animals were anesthetized with isoflurane and decapitated. Brain was removed from the skull and hippocampus was dissected. Transversal hippocampal slices (400 μm thick) were obtained using a tissue chopper (Stoelting, Wood Dale, IL, USA). Slices were collected in ice-cold artificial cerebrospinal fluid (124 mM NaCl, 4.9 mM KCl, 1.2 mM KH_2_PO_4_, 2.0 mM MgSO_4_, 2.0 mM CaCl_2_, 24.6 mM NaHCO_3_, 10.0 mM d-glucose; saturated with 95% O_2_ and 5% CO_2_; pH 7.4 and 305 mOsm). Slices were incubated in an interface chamber at 32 °C and high oxygen tension was maintained by bubbling with 95% O_2_ and 5% CO_2_ (30 l h^−1^). Slices were allowed to recover for 3 h after preparation. Then monopolar platinum–iridium electrodes (13303, MicroProbes, Gaithersburg, MD, USA), used for both recording and stimulating, were positioned in the CA1 region. The field excitatory postsynaptic potential slope was recorded with a Model 1700 differential AC amplifier (A-M Systems, Sequim, WA, USA) and Power 1401 analog-to-digital converter (Cambridge Electronic Design, Camebridge, UK), and monitored on-line with custom-made software, PWIN (IFN Magdeburg). The test stimulation strength was determined for each input as the current needed to elicit a field excitatory postsynaptic potential of 40% maximal slope. Baseline recording began at least 3.30 h after slice preparation, using test stimuli consisting of four biphasic constant-current pulses (0.2 Hz,0.1 ms per polarity, averaged) per time point, every 5 min for a minimum of 30 min. For WT slices, LTP was induced with a strong tetanization protocol consisting of three stimulus trains (100 biphasic constant-current pulses per train at 100 Hz and 0.2 ms per polarity, inter-train interval 10 min). For APP slices, the inter-train interval was 20 s. Test stimuli were delivered 1, 3, 5, 11, 15, 21, 25 and 30 min after the first tetanization train and then every 5 min for up to 2 h. The drug (JQ1, 250 nM) was applied from 30 min prior to stimulation and during the whole recording time.

### Statistical analysis

All statistical analyses were performed within GraphPad Prism. Bars represent mean±s.e.m. Statistical tests and exact *n* numbers are indicated in the figure legends.

## Results

Before starting with *in vivo* injections, we validated that in our hands JQ1 was able to displace BRD4 from the chromatin-bound fraction at 30 min and 24 h post treatment in culture (Supplementary Figure S1). Once we validated the effect of JQ1, we tested the effect of BET inhibitors on cognition. To this end, we injected young (3-month-old) wild-type (WT) mice intraperitoneally (i.p.) with vehicle or JQ1, a potent and widely used BET inhibitor that shows therapeutic effects in experimental models for various cancers.^14, 33^

Daily JQ1 injections at a 50 mg kg^−1^ dose for 1 week prior to behavioral testing did not affect exploratory behavior in the open field test (Figure 1a). We also tested motor behavior in the rotarod paradigm. JQ1-treated animals did not significantly differ from the vehicle group during training (Figure 1b) or testing (Figure 1c). These data show that daily JQ1 administration did not interfere with explorative behavior and motor function. To test whether JQ1 affects memory consolidation, mice received a single i.p. injection of JQ1 immediately after contextual fear-conditioning training (Figure 1d), thereby ensuring that the injection does not interfere with the training procedure. When tested 24 h later, JQ1-treated animals displayed higher freezing behavior, indicative of enhanced memory consolidation (Figure 1d). In another group of mice, we also tested remote memory. To this end, we employed the same experimental setting but tested freezing behavior not 24 h later but only 4 weeks after the training. Of note, freezing behavior was significantly increased in JQ1-treated mice (Figure 1e), suggesting that JQ1 treatment has a lasting effect on consolidated memories. Although JQ1 and other BET inhibitors exhibit good blood–brain–barrier permeability,^34^ we wanted to specifically test whether the memory enhancing effects of JQ1 are mediated via its action in the brain. To this end, we implanted microcannulae into the dorsal hippocampus of mice and injected vehicle or JQ1 either before or immediately after the training (Figure 1f). In both experiments, JQ1-injected mice displayed enhanced freezing behavior when tested 24 h later (Figure 1f), suggesting that JQ1 improves memory consolidation via processes that involve hippocampal function. Therefore we also measured hippocampus-dependent spatial memory in the Morris Water Maze paradigm. Mice received daily i.p. injections of JQ1 (50 mg kg^−1^) starting on the first training day immediately after the training session (Figure 1g). While JQ1- and vehicle-treated animals showed similar escape latencies (Figure 1g), when subjected to the probe test, mice that had received JQ1 exhibited a significantly increased platform occupancy (Figure 1h). These results indicate that JQ1 can enhance at least two types of long-term memory without affecting basal exploratory or motor behavior. Next, we decided to examine synaptic plasticity in JQ1-treated acute hippocampal slices. We observed a dose-dependent increase in LTP in WT slices treated with JQ1 (Figure 1i). In conclusion, to the best of our knowledge, our data represent the first report that a BET inhibitor improves memory function and synaptic plasticity.

Encouraged by these data, we decided to test whether JQ1 would ameliorate memory defects in an animal model for amyloid pathology. To this end, we employed the APP/PS1–21 line (from here on, termed ‘APP animals’) at an age where pathology is already fully present (8 months of age). JQ1 injection did not cause any motor deficits in APP animals (Supplementary Figure S2). As expected, APP animals injected i.p. with vehicle solution performed poorly in the MWM test both during the acquisition phase (Figure 2a) and in the probe test (Figure 2b). Strikingly, JQ1 injections significantly improved the performance of APP mice during the training (Figure 2a) and during the probe test, as measured via the time spent on the target region (Figure 2b) and the time spent in the target quadrant (Figure 2c). In an additional group of mice, we also measured memory function in the pavlovian fear-conditioning paradigm. Using one-way ANOVA, we failed to detect a significant effect among groups, indicating that fear memories were not significantly impaired in APP mice at the tested age. A non-significant trend for memory impairment and JQ1-mediated rescue was however obvious (Supplementary Figure S3). In an additional group of mice, we also measured hippocampal LTP. While LTP was severely impaired in vehicle-treated APP mice compared to WT control, LTP measured in slices from APP animals treated with JQ1 was restored to the level of vehicle-treated WT control mice (Figure 2d). LTP in WT control mice treated with JQ1 was significantly increased, confirming our data obtained in 3-month-old mice (Figure 2d; see also Figure 1i). These data suggest that JQ1 can enhance memory and hippocampal plasticity in WT mice and restore it in a mouse model for neurodegeneration.

Previous data reported conflicting results of JQ1 treatment on immediate early gene (IEG) expression.^23, 35^ Thus, we examined a panel of IEGs after acute (30 min) and long-term (24 h) JQ1 treatment in hippocampal neurons. JQ1 had distinct effects on IEG expression both at 30 min and 24 h (Supplementary Figure S4). Of note, the 30 min treatment protocol increased the expression of relevant IEGs that are linked with the LTP, including Egr1, Egr2 and Junb while cFOS levels were only increased 24 h after JQ1 treatment (Supplementary Figure S4). Other IEG such as Arc and Nr4a2 were however downregulated, indicating that JQ1 has a complex effect on gene expression. 

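RNA from the CA1 region of aged mice was sequenced in 3 groups: JQ1-treated APP mice, vehicle-treated APP mice and vehicle-treated WT mice. APP mice carry a human mutant APP transgene, and JQ1 is a small molecule that occupies the bromodomains of BET proteins, which read acetylated histones. The labels give an age of 8 to 10 months and a JQ1 dose of 50 mg per kg, and the methods give 10 injections for JQ1-treated APP mice. Counts were available for 6 JQ1-treated APP mice, 6 vehicle-treated APP mice and 4 vehicle-treated WT mice. The labels list 1 more vehicle-treated WT mouse, replicate 2, whose values are not in the files analysed here, and Fig. 4b shows 5 WT mice. The strain label of these WT mice names the APP line, whereas their titles and the paper call them WT, and they were taken as WT. Neither the labels nor the paper gives a sequencing batch or date. The authors aligned the reads to mm10 with STAR, allowing at most 2 mismatches, and counted reads per gene with htseq. The deposited counts are whole numbers without normalization for 38355 genes, and reads that aligned to more than 1 place were not counted. Between 14605459 and 24441065 reads were counted on genes in JQ1-treated APP mice (median 17688037.5), between 18329265 and 25339482 in vehicle-treated APP mice (median 22341459), and between 20283870 and 23829182 in WT mice (median 21949993). A gene represented by 3 reads, taken as the smallest share that the depth can show, corresponds to between 0.1184 and 0.2054 CPM (counts scaled to the size of the library) in these samples. The median share of uniquely aligned reads outside exons was 21.4% in JQ1-treated APP mice, 18.6% in vehicle-treated APP mice and 18.0% in WT mice. Across genes, log2 CPM correlated with r between 0.969 and 0.996 for 36 pairs of mice of the same group and between 0.965 and 0.993 for 84 pairs of mice of different groups. Counts were normalized with edgeR's TMM method, whose factors lay between 0.963 and 1.036. The filterByExpr filter kept 16962 genes, which were tested with edgeR's quasi-likelihood test in 1 fit of the 3 groups with Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 were counted, as in the paper. In simulated counts with the depths of these samples, 200 genes were changed by at least 1 on the log2 scale. The test recovered 89.5% of them, and 5.8% of the genes that it called were unchanged genes. Over the paper's list for APP mice the median size found was 0.3956, and the recovery does not apply to changes that small. The filter, the normalization, the choice between edgeR and DESeq2, and whether the GC content and length of genes were modelled are the choices that could change the numbers.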

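RNA from the CA1 region of young WT mice was sequenced in a separate experiment, with 8 JQ1-treated and 8 vehicle-treated mice. The labels give an age of 3 months and a JQ1 dose of 50 mg per kg, and the methods give 13 injections for JQ1-treated WT mice. According to the methods, the authors aligned these reads to mm10 with STAR and used cufflinks/cuffdiff. The deposited values are FPKM (fragments scaled to the length of the transcript and the depth of the sample) for 40678 loci, of which 3188 had no gene name and 1048 had more than 1 name because overlapping genes were joined into 1 locus. The sum of FPKM per mouse lay between 510578 and 561157.4 in JQ1-treated mice and between 504512.6 and 547880.6 in vehicle-treated mice. FPKM hold no counts, and the low values showed no plain steps from which the depth could be read, so the depth of these samples is unknown. Between 24375 and 25273 loci had an FPKM above 0 in JQ1-treated mice, and between 24616 and 25314 in vehicle-treated mice. Across loci, log2(FPKM + 0.1) correlated with r between 0.916 and 0.934 for 56 pairs of mice of the same group and between 0.917 and 0.933 for 64 pairs of mice of different groups. FPKM are not counts, so they were tested on the log2 scale with limma (trend and robust) after adding a pseudocount of 0.1, for 18420 loci with an FPKM of at least 0.5 in at least 8 of the 16 mice. Fold changes on the log2(FPKM + 0.1) scale understate the change of loci with low values. In simulated values with 200 changed loci, limma recovered 85.5% of them, and 4.5% of the loci that it called were unchanged loci. The simulated changes were at least 1 in size on the log2 scale, so the recovery does not apply to smaller changes. The cuffdiff test needs the reads and could not be repeated from FPKM. The pseudocount, the filter on low FPKM and the use of each mouse's log2 value in place of the ratio of group means are the choices that could change the numbers.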

In order to better understand the molecular basis for memory enhancement in WT and in APP animals, we carried out an RNA-Seq experiment from the CA1 region of the hippocampus. 

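Among the 18420 loci tested in young WT mice, 1 had an adjusted p-value under 0.05 after JQ1 treatment in limma's test with Benjamini-Hochberg adjustment, and it was decreased. This locus, named B3galtl, lies on chromosome 5 of mm10 from 149678230 to 149762599. Its FPKM was 5.552 ± 0.2614 (SD, n = 8) in JQ1-treated mice and 7.079 ± 0.4773 (SD, n = 8) in vehicle-treated mice. The log2 fold change was −0.3437 (standard error 0.04908, adjusted p = 0.03622 from limma), and all 8 JQ1-treated mice lay below all 8 vehicle-treated mice (exact permutation test, p = 0.0001554, the smallest p that 8 mice against 8 allow). With each of the 16 mice left out in turn, between 0 and 2 loci passed the threshold. B3galtl itself was under 0.05 in 2 of these 16 fits, with a highest adjusted p-value of 0.1353 from limma. The replicate numbers of the labels were not used in this fit. Mice with the same number deviated together from their group means with a mean r of 0.026, against −0.004 for mice with different numbers (exact permutation test, p = 0.08599), and with the replicate number as a block 0 loci passed the threshold. Of the 48 genes in the paper's list for JQ1-treated WT mice, 47 were found among the loci. All 47 changed in the direction the paper gives (100%, 95% Wilson interval 92.4 to 100), and the alternative that moved this share most was the log2 ratio of median FPKM, under which it was 78.7%. The list was drawn from these same mice, so the shared direction was largely set in advance and is no separate evidence.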

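In APP mice, 184 of the 16962 genes tested had an adjusted p-value under 0.05 between JQ1-treated and vehicle-treated mice (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 105 were increased and 79 decreased. The largest increases among genes in which all 6 JQ1-treated mice lay above all 6 vehicle-treated mice were in Lnpep, Gucy1a2, Bmpr2, Far1os and BC005561. Lnpep (ENSMUSG00000023845, chromosome 17 of mm10, 17521410 to 17625050) had 30.74 ± 6.404 CPM (SD, n = 6) in JQ1-treated mice and 4.921 ± 2.13 (SD, n = 6) in vehicle-treated mice, a log2 fold change of 2.646 (standard error 0.2306, adjusted p = 9.321e-06 from edgeR). Gucy1a2 (ENSMUSG00000041624, chromosome 9, 3532778 to 3894736) had 11.83 ± 1.94 and 2.058 ± 0.68 CPM (SD, n = 6 each), a log2 fold change of 2.515 (standard error 0.221, adjusted p = 9.321e-06 from edgeR). The log2 fold changes of Bmpr2, Far1os and BC005561 were 2.32, 2.301 and 2.201, with edgeR adjusted p-values of 0.005847, 0.03451 and 0.0004009. Xkr4, which has 1 of the 5 largest changes in the paper's list, had a log2 fold change of 2.155 (edgeR adjusted p = 1.059e-05). Far1os kept an adjusted p-value under 0.05 in 7 of the 16 fits that left out 1 sample, and the other 5 increased genes in all 16. The largest decreases selected in the same way were in Gm26901 (−1.131), Prr7 (−1.042), Ier5l (−0.9322), Pcsk1n (−0.8827) and Amigo3 (−0.8266), with edgeR adjusted p-values between 0.01512 and 0.04172, and they were under 0.05 in 5 to 15 of the 16 fits that left out 1 sample. Pcsk1n, which encodes a secreted neuroendocrine protein, had 51.79 ± 10.31 CPM (SD, n = 6) with JQ1 and 95.53 ± 25.93 (SD, n = 6) with vehicle. For each of these 11 genes, the groups were separated completely (exact permutation test, p = 0.002165, the smallest p that 6 mice against 6 allow). All but Xkr4 were chosen for this separation, so their p was set by the choice and is no separate evidence. Of the genes in the paper's list for APP mice, 677 were found among the genes tested, 675 of them changed in the paper's direction (99.7%, 95% Wilson interval 98.9 to 99.9), and 164 had an adjusted p-value under 0.05. The list was drawn from these same mice, so the shared direction was largely set in advance. The interval also treats genes as independent, and the share is no separate evidence. Replicate numbers are shared between the groups in the labels. The pairing they give was checked, and mice with the same number deviated together with a mean r of 0.124, against −0.021 for different numbers (exact permutation test, p = 0.1069). With the replicate number as a block, 87 genes passed the threshold. Between 65 and 446 genes passed it when each of the 16 aged mice was left out in turn. The alternatives that moved the count most were DESeq2, with 749 genes, and a correction for the GC content of genes, with 25 genes. The paper's methods name DESeq2 among the tools of the authors. With DESeq2, 371 were increased and 378 decreased, and with the GC correction 21 were increased and 4 decreased.

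**Figure D1:**
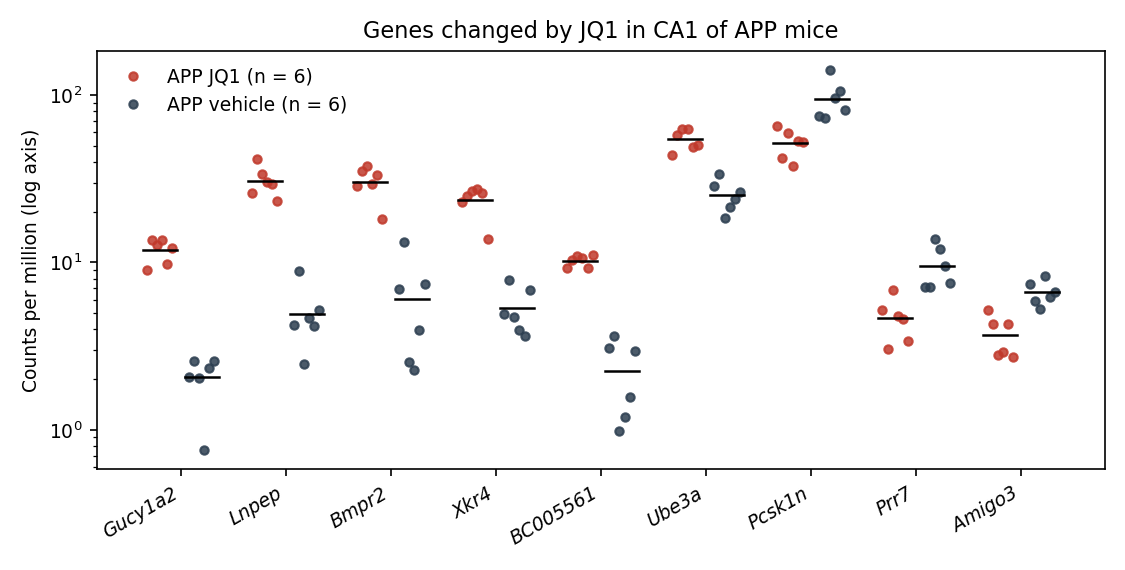
CPM (log axis) of 9 genes in CA1 of 6 JQ1-treated and 6 vehicle-treated APP mice. Each point is 1 mouse and each line a group mean, and in every gene plotted all JQ1-treated mice lie on 1 side of all vehicle-treated mice.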

In WT mice, 48 genes were differentially expressed (25 decreased, 23 increased) after JQ1 treatment (Figure 3a, Supplementary Table 1), while in JQ1-treated APP mice we observed 708 differentially expressed genes (Figures 3a and b; 384 decreased, 324 increased, Supplementary Table 2). Differential expression of selected target genes was confirmed via qPCR in WT (Figure 3c) and in APP mice (Figure 3d). 

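The paper's qPCR values for young WT mice were set beside the RNA-seq values of the same genes. Across the 8 genes that Table S2 lists, the log2 fold change from RNA-seq on the log2(FPKM + 0.1) scale and the paper's qPCR log2 fold change had a Pearson r of 0.918 (exact permutation test, p = 0.003125) and a Spearman rho of 0.905 (exact permutation test, p = 0.004563). This is a correlation across genes, and genes measured in the same mice are not independent replicates. It was the only correlation with qPCR computed, so no adjustment was needed. The sign was the same in all 8 genes. The qPCR values were all below 1 in size, and the RNA-seq values lay between −0.5915 for Brsk2 and 0.8919 for Ccnf. None of the 8 genes differed between the groups in RNA-seq after adjustment, with an adjusted p of 0.9807 for each from limma. With each of the 16 mice left out in turn, r lay between 0.7919 and 0.9352, a wider range than any other alternative gave.

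**Figure D2:**
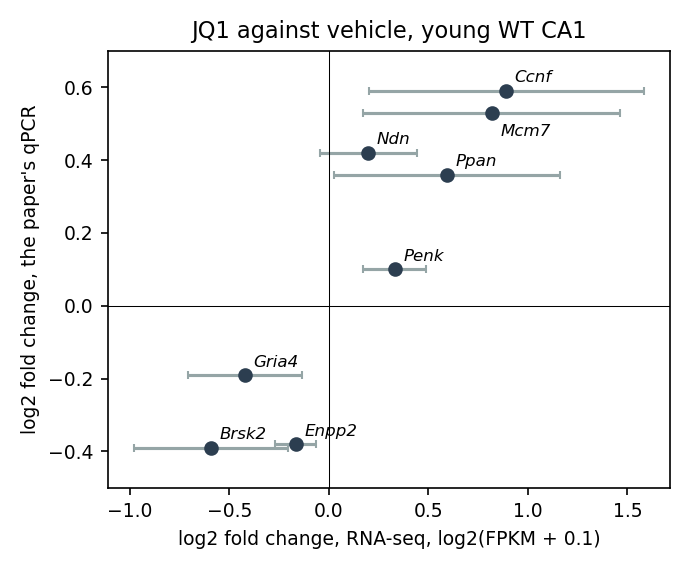
Log2 fold change after JQ1 in young WT mice for the 8 genes of Table S2, RNA-seq on the x axis and the paper's qPCR on the y axis. Points are genes and horizontal bars are the standard error of the RNA-seq value (n = 8 mice per group), and all 8 genes have the same sign on both axes.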

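For 14 of the genes that Fig. 3d names in APP mice, the qPCR values are not in the files analysed here, and the RNA-seq values were as follows. The label Ncam was taken as Ncam2 and the label Erd1 as Erdr1, which are the symbols in the paper's gene list. In edgeR's quasi-likelihood test, 4 of the 14 genes had an adjusted p-value under 0.05, all of them increased. Bmpr2 (ENSMUSG00000067336) rose from 6.087 ± 4.162 to 30.36 ± 6.905 CPM (SD, n = 6 each), a log2 fold change of 2.32 (standard error 0.36, adjusted p = 0.005847 from edgeR). Stxbp5l (ENSMUSG00000022829) rose from 11.43 ± 5.852 to 42.52 ± 7.363 (SD, n = 6 each), a log2 fold change of 1.896 (standard error 0.2672, adjusted p = 0.0032 from edgeR). Ube3a (ENSMUSG00000025326) rose from 25.42 ± 5.437 to 54.56 ± 7.834 (SD, n = 6 each), a log2 fold change of 1.101 (standard error 0.1339, adjusted p = 0.0004009 from edgeR). Ncam2 (ENSMUSG00000022762) had a log2 fold change of 1.004 (standard error 0.2253, adjusted p = 0.03936 from edgeR), and its adjusted p-value was under 0.05 in 6 of the 16 fits that left out 1 sample. Of the ion channel genes, Gabra2, Gabrg1, Kcnt2, Scn3a, Gria2 and Grik2 were increased, with log2 fold changes from 0.3466 to 0.6325, and Ano8, Abcc8 and Kcnt1 were decreased, with log2 fold changes from −0.4701 to −0.3251. Their edgeR adjusted p-values lay between 0.05524 (Ano8) and 0.1774 (Gabra2). In Grik2 and Ano8 all 6 mice of 1 group lay above all 6 of the other (exact permutation test, p = 0.002165). Erdr1, which lies in a region shared by the sex chromosomes so that its reads can align to more than 1 place, had a log2 fold change of −1.8 (standard error 0.4737, adjusted p = 0.07153 from edgeR). From the correlation of its qPCR and RNA-seq values in WT and in APP mice, the paper concludes that the differential expression holds for selected target genes.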

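App (ENSMUSG00000022892, chromosome 16 of mm10, 84949685 to 85173766) had 2216 ± 281.7 CPM (SD, n = 6) in JQ1-treated APP mice and 2464 ± 180.4 (SD, n = 6) in vehicle-treated APP mice. The log2 fold change was −0.1529 (standard error 0.0843, adjusted p = 0.361 from edgeR's quasi-likelihood test), and the groups overlapped (exact permutation test, p = 0.09524). The counts were made on mouse genes, so these values hold reads of the endogenous gene together with any reads of the human transgene that aligned to it with at most 2 mismatches, and the 2 sources cannot be separated in gene counts. Against vehicle-treated WT mice, App was higher in vehicle-treated APP mice by a log2 fold change of 0.3585 (standard error 0.09512, adjusted p = 0.05185 from edgeR). In the fits that each left out 1 of the 16 samples, the effect of JQ1 stayed between −0.184 and −0.09259, and the smallest came without APP JQ1 replicate 4. No alternative brought the adjusted p-value of this effect under 0.05, and the alternative that moved the effect most, a correction for the GC content and length of genes, gave −0.2961. The paper concludes that JQ1 leaves the expression of the APP transgene unaffected.

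**Figure D3:**
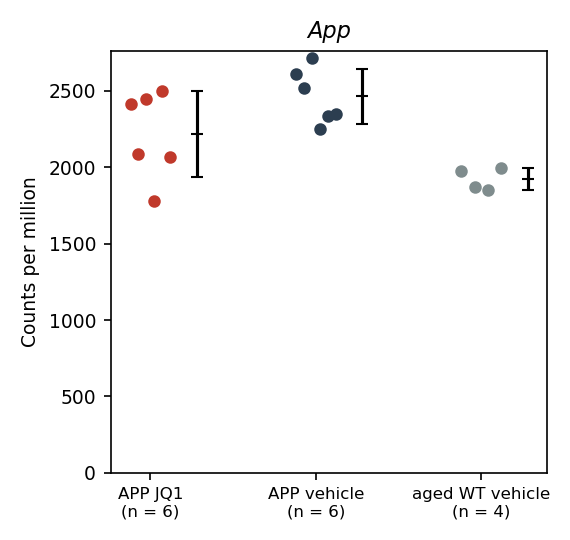
CPM of App in CA1 of 6 JQ1-treated APP mice, 6 vehicle-treated APP mice and 4 vehicle-treated aged WT mice. Each point is 1 mouse, with the mean ± SD beside each group, and in vehicle-treated APP mice App lies at 2253 or higher, above all 4 WT mice.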

Of note, JQ1 treatment had no effect on the expression of the APP and PS1 transgenes in APP mice (Supplementary Table 3).

Pathway analysis revealed that genes affected by JQ1 treatment in APP mice represent networks related to ion channel activity, DNA repair, RNA localization mechanisms, transcription and so on (Figure 3e). 

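Gene Ontology annotation was not part of the reference data used here, so enrichment was tested with a set of ion channel genes defined by gene symbol and a set of DNA repair genes. Both sets were written before the counts were seen but after the paper's supplementary gene lists had been read. Of the 184 genes with an adjusted p-value under 0.05 between JQ1-treated and vehicle-treated APP mice, 3 were among the 264 ion channel genes tested, an odds ratio of 1.049 (Fisher's exact test, p = 0.7647). Of the same 184 genes, 10 were among the 201 DNA repair genes tested, an odds ratio of 4.991 (Fisher's exact test, p = 6.993e-05). The universe was the 16962 genes tested, and Fisher's test treats genes as independent, which co-expressed genes are not. With DESeq2, which tested 27792 genes, 23 of the 749 changed genes were among 307 ion channel genes, an odds ratio of 2.985 (Fisher's exact test, p = 1.156e-05). Ion channel genes also passed the threshold without WT replicate 1 (odds ratio 2.316, Fisher's exact test, p = 0.004677), and with the replicate block and a correction for GC content and length the odds ratio was highest, at 4.241, from 2 of 32 genes (Fisher's exact test, p = 0.08826). For DNA repair, the odds ratio ran from 2.429 to 7.565 in fits that each left out 1 sample, and among the other alternatives it was lowest with Reactome's DNA repair set, at 2.868 (Fisher's exact test, p = 0.05694). The size of an odds ratio does not show whether the enrichment passed the threshold under that alternative. RNA localization and transcription were not tested, because no sets for them had been defined beforehand. From the networks of functional categories drawn with ClueGO in Fig. 3e, the paper reads the genes affected by JQ1 in APP mice as belonging to these processes.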

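No gene had an adjusted p-value under 0.05 in both young WT mice (limma) and APP mice (edgeR), since 1 locus passed the threshold in the former and 184 genes in the latter. This overlap stayed at 0 in all 19 other alternatives and in the 32 fits that each left out 1 sample. Of the 47 genes of the paper's WT list that were found among the loci, 3 were in the ion channel set defined by gene symbol, 1 of them being Gria4. Among the 18427 loci that were tested or belonged to the list, 242 were ion channel loci, which gives an odds ratio of 5.175 (Fisher's exact test, p = 0.02374). With Reactome's ion channel and potassium channel sets in place of the set by symbol, the odds ratio was 3.602 (Fisher's exact test, p = 0.1132). Gria4 encodes an AMPA receptor subunit, and its locus (chromosome 9 of mm10, 4417811 to 4796234) had an FPKM of 25.03 ± 3.257 (SD, n = 8) with JQ1 and 39.17 ± 27.05 (SD, n = 8) with vehicle, a difference smaller than the spread between vehicle-treated mice (exact permutation test, p = 0.2636). The list is the paper's own, and the test on it was added after the values had been seen. The paper puts this pathway beside the ion channel categories of its APP network and reads the WT genes as representing a related function.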

Although only a small and distinct set of genes was regulated in JQ1-treated WT mice (Figure 3a), functional analysis revealed that these genes also represent a pathway linked to ion channel activity (adjusted *P*-value=0.043), which is in line with the data obtained in APP mice. The fact that JQ1 regulates a large gene-expression network in APP mice but has a comparatively mild effect in WT mice might be linked to the fact that chromatin plasticity is deregulated in APP mice,^36^ thus allowing drugs that act on the epigenome to exert a more pronounced action. 

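The numbers of genes in the 2 experiments come from different values and tests, so the aged counts were also converted to FPKM-like values and tested with the same limma model as the young mice. In that form 115 genes had an adjusted p-value under 0.05 between JQ1-treated and vehicle-treated APP mice, with n = 6 per group, against 1 locus in young WT mice, with n = 8 per group. Over the 172 genes that changed in APP mice in edgeR's test and could be matched to a locus, the median size of the log2 fold change was 0.53 in APP mice and 0.05771 in young WT mice. These genes were selected for their change in APP mice, so a larger size there is partly set by the selection. The experiments also differed in age (8 to 10 months against 3 months), in the sex the methods give (female against male), in the number of injections (10 against 13) and in the unit of the values. JQ1-treated WT mice of the age of the APP mice are not in the files analysed here. Under the alternatives to the main fit, the count in APP mice was lowest with the GC correction, at 25 genes, and the count in young WT mice never exceeded 2. The paper proposes that deregulated chromatin plasticity in APP mice lets drugs that act on the epigenome exert a more pronounced action.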

Similar data have been observed in case of HDAC inhibitors that were shown to reinstate transcriptional homeostasis in models for neurodegeneration.^37^ Thus, we also tested to what extent JQ1 treatment may restore physiological gene expression in APP mice. To this end, we contrasted the gene sets detected when comparing WT vehicle to APP vehicle (1808 genes) and APP-vehicle to APP-JQ1-treated mice (700 genes). 

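Between vehicle-treated APP and vehicle-treated WT mice, 436 of the 16962 genes tested had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), of which 422 were increased and 14 decreased in APP mice, with n = 6 APP and n = 4 WT mice. The largest increase among genes in which all APP mice lay above all WT mice was in Cst7 (ENSMUSG00000068129, chromosome 2 of mm10, 150570415 to 150578944), which encodes cystatin F. It had 36.75 ± 13.89 CPM (SD, n = 6) in vehicle-treated APP mice and 0.1034 ± 0.1079 (SD, n = 4) in WT mice, near the smallest share that the depth can show, and its log2 fold change was 8.403 (standard error 1.255, adjusted p = 0.008281 from edgeR). Cd200r4, Dcstamp, Gm49339 and Klrb1b followed, with log2 fold changes from 6.331 to 6.782 and edgeR adjusted p-values from 0.007563 to 0.02658. The largest decreases were in Dpf3 (−0.973), Myo5b (−0.6733), Apln (−0.6673), Cep83os (−0.6631) and Luzp2 (−0.5737), with edgeR adjusted p-values from 0.01378 to 0.04155. Luzp2 was under 0.05 in 6 of the 16 fits that left out 1 sample, whereas Cst7, Cd200r4, Dcstamp and Gm49339 were under 0.05 in all 16. All 6 APP mice lay above all 4 WT mice in the increased genes and below them in the decreased genes (exact permutation test, p = 0.004762 for Cst7). The genes were chosen for this separation, so this p is no separate evidence. The number of JQ1 genes that entered the comparison was the 184 of the same fit. Replicate numbers are shared between APP and WT mice in the labels, and mice with the same number did not deviate together (mean r of −0.049, against 0.007 for different numbers, exact permutation test, p = 0.5417). With the replicate number as a block, which leaves fewer degrees of freedom, 35 genes differed between the genotypes. The count rose to 804 with DESeq2 and lay between 154 and 601 when each sample was left out in turn.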

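Of the 436 genes that differed between vehicle-treated APP and WT mice and the 184 genes that differed between JQ1-treated and vehicle-treated APP mice, 2 were the same. Both were increased in vehicle-treated APP mice and decreased by JQ1, and both are in the paper's list of Table S5. The number of shared genes was 29 with DESeq2 and 0 with the replicate number as a block, and it lay between 0 and 4 when each sample was left out in turn. The table lists 106 genes, of which 103 were found among the genes tested. In these 103 genes the genotype change had the sign the paper gives in all 103, with a median size of 0.3594 on the log2 scale, and 2 of them had an adjusted p-value under 0.05 in edgeR's test. Their median adjusted p-value was 0.1966. The list was drawn from largely the same mice, so the shared signs are no separate evidence. For the change after JQ1 the median size was 0.4435, 30 of the 103 genes had an adjusted p-value under 0.05 in edgeR's test, and the median adjusted p-value was 0.07499.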

We observed 107 commonly regulated genes (Supplementary Table S4 and Figure 4a). When we subjected these 107 genes to hierarchical clustering, we observed a significant restoration of physiological expression values after JQ1 treatment (Figures 4b and c). 

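For the 103 genes of the paper's list that were tested, each change was expressed in the direction of the paper's genotype change. Vehicle-treated APP mice then differed from WT mice by a mean log2 fold change of 0.3767 ± 0.1254 (SD over genes, n = 103 genes), and JQ1 changed the same genes by −0.4527 ± 0.1813 (SD over genes). What remained between JQ1-treated APP mice and WT mice was −0.07599 ± 0.158 (SD over genes). In 99 of the 103 genes the mean of JQ1-treated APP mice was nearer the WT mean than the mean of vehicle-treated APP mice was (95% Wilson interval for the share 90.4% to 98.5%). Of the 103 genes, 1 had an adjusted p-value under 0.05 between JQ1-treated APP mice and WT mice in edgeR's test, and the median adjusted p-value was 0.8328. The genes are those the paper chose because they changed in both comparisons, and the same 6 vehicle-treated APP mice enter both changes, so the opposite signs are partly set by the selection. Among the genes with the largest fold changes in the paper's list, Htra3 had 7.046 ± 1.887 CPM (SD, n = 6) in vehicle-treated APP mice, 4.249 ± 0.4565 (SD, n = 4) in WT mice and 4.456 ± 1.202 (SD, n = 6) in JQ1-treated APP mice. Tfeb had 12.39 ± 1.506 CPM (SD, n = 6) in vehicle-treated APP mice, 7.847 ± 1.664 (SD, n = 4) in WT mice and 8.384 ± 2.065 (SD, n = 6) in JQ1-treated APP mice. Neither of their changes reached an adjusted p-value under 0.05, with edgeR adjusted p-values for Tfeb of 0.07839 between genotypes and 0.09994 after JQ1. Leaving out WT replicate 1 moved the number of genes nearer the WT mean most, from 99 to 75. From the approach of these genes to the WT level, the paper concludes that JQ1 restores physiological expression values.

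**Figure D4:**
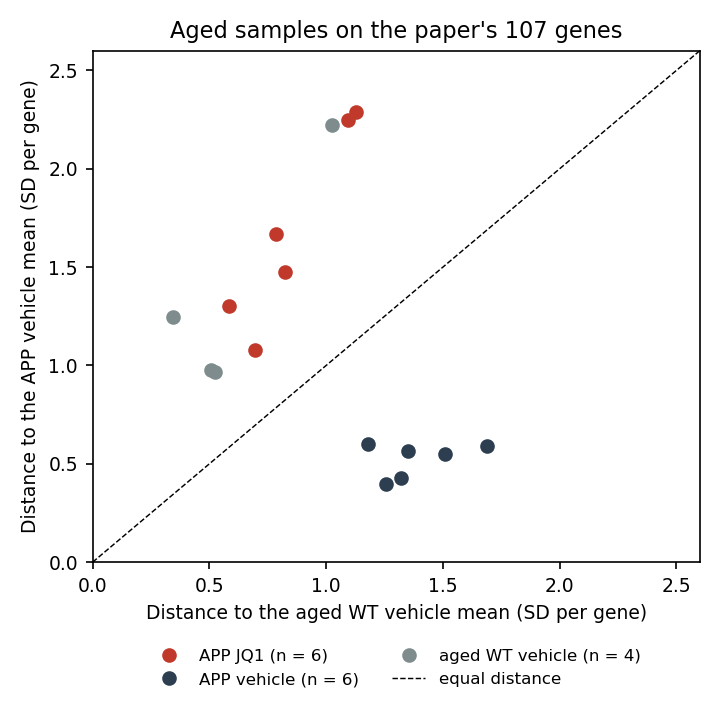
Distance of each aged mouse from the WT vehicle mean (x axis) and from the APP vehicle mean (y axis) over the 103 genes found of the paper's list, as the root mean square difference in SD per gene. Points are mice (6 JQ1-treated APP, 6 vehicle-treated APP and 4 vehicle-treated WT) and the dashed line marks equal distance, above which all 6 JQ1-treated APP mice lie. Among these, replicate 4 may lack the APP transgene.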

In fact, JQ1-treated APP mice were more closely clustered with vehicle-treated WT mice, then with vehicle-treated APP mice (Figure 4b). 

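Hierarchical clustering of the 16 aged mice on the 103 genes, cut into 2 clusters, placed the 6 vehicle-treated APP mice in 1 cluster and the 6 JQ1-treated APP mice with the 4 vehicle-treated WT mice in the other. The membership was the same after a correction for the GC content and length of genes. Measured as a distance over the same genes, a measure added after the values had been seen, each of the 6 JQ1-treated APP mice was nearer the WT mean than the mean of vehicle-treated APP mice. Replicate 4 may have come from a mouse without the APP transgene. Its App value, 1781 CPM, lay below those of all 4 WT mice, and Cst7 had 0 reads. That replicate 4 was nearer the WT mean than the mean of vehicle-treated APP mice therefore cannot be assigned to JQ1. It was still the farthest of the 6 from the WT mean. Replicate 3, with 2445 CPM of App and 15.94 of Cst7, lay at similar distances from the 2 means (1.0946 and 2.2454). Such a place therefore does not need a missing transgene. The distance to the WT mean ran from 0.5844 (replicate 5) to 1.1287 (replicate 4) and the distance to the mean of vehicle-treated APP mice from 1.0783 (replicate 1) to 2.2881 (replicate 4), in SD per gene. WT replicate 1 lay 1.0268 from the mean of its own group, beside JQ1-treated replicates 3 and 4, whereas the other 3 WT mice lay between 0.3446 and 0.5246. With the GC correction, also chosen for this number after seeing the data, 4 of the 6 JQ1-treated mice were nearer the WT mean. The genes were selected by the paper on these same groups, so no test of the grouping was made on them. The paper takes the position of JQ1-treated APP mice beside WT mice in Fig. 4b as the restoration of expression.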

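These tests on the paper's list were added after the values had been seen. Of the 103 genes of the list that were tested, 4 were among the 201 DNA repair genes, an odds ratio of 3.417 (Fisher's exact test, p = 0.03415). Of the same genes, 3 were among the 264 ion channel genes, an odds ratio of 1.908 (Fisher's exact test, p = 0.2163). Both used the 16962 genes tested as the universe. With Reactome's DNA repair set the odds ratio was 3.861 (Fisher's exact test, p = 0.04731), and with only genes that had at least 10 counts in every sample it was 2.992 (Fisher's exact test, p = 0.05091), which moved DNA repair across the threshold. None of the 103 genes was in Reactome's ion channel and potassium channel sets, an odds ratio of 0. Terms for neurotransmitter transport, glutamate response and synaptic transmission need Gene Ontology annotation, which was not part of the reference data used here. Gabrg1 and Kcnt2, which are in the list, were lower in vehicle-treated APP mice than in WT mice by log2 fold changes of −0.529 and −0.7154 and higher after JQ1 by 0.6233 and 0.6092, with edgeR adjusted p-values between 0.09873 and 0.2257. The paper links the pathways it finds in this set to the recovery of LTP in JQ1-treated APP mice.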

Interestingly, functional enrichment analysis for this set of genes revealed pathways linked to neurotransmitter transport, glutamate response, synaptic transmission and DNA repair terms (Figure 4d), which is in line with the restoration of hippocampal LTP in JQ1-treated APP mice. As an additional validation, we also re-analyzed a published paper describing the effect of JQ1 on neuroblastoma SK-N-BE cells.^38^ As expected, we found that the overall effects are different, nevertheless in line with our observations, JQ1 had a consistent effect on neuronal development, axonal growth, membrane potential and ion channel transport, as well as DNA damage response (Supplementary Figure S5).

## Discussion

In this study, we show that systemic or intrahippocampal injection of JQ1 improves memory performance in WT mice. Moreover JQ1 enhances hippocampal LTP in a dose-dependent manner. JQ1 treatment also reinstates memory function and LTP in APP mice suggesting that small-molecule inhibitors of BET/BRD reader proteins could be a novel therapeutic strategy to treat AD. Our findings that JQ1 improves memory function and synaptic plasticity are in conflict with another study. Thus, Korb *et al.*^39^ failed to observe any effect on JQ1 treatment on contextual or cued fear-conditioning learning but suggest that JQ1 affects context generalization. The discrepancy to our findings might be explained by the employed fear-conditioning paradigm. Memory strength in the fear-conditioning paradigm is correlated to the intensity of the foot shook applied during training.^40^ Generally, milder foot shock protocols are employed if an experiment should enable not only the detection of memory deficits but also the potential detection of memory enhancement. Strong training protocols exclude the detection of memory enhancement due to ceiling effects. The fact that Korb *et al.* subjected mice to three electric foot shocks of 0.7 mA per 2 s, whereas in our case mice received only a single foot shock of 0.5 mA could thus explain the inconsistent findings. Korb *et al.*^23^ also present data that JQ1 administration impairs novel object recognition (NOR) learning in mice. This assay does not critically depend on hippocampal function^41^ and it is thus possible that systemic administration of JQ1 improves hippocampus-dependent memory function and synaptic plasticity, while it impairs other forms of cortical plasticity, an issue that should be addressed in future research. The interpretation that JQ1 might exert brain region-specific effects is supported by the finding that in our hands JQ1 treatment neither impaired nor enhanced NOR learning (Supplementary Figure S6). In addition, one has to take into account, that the NOR test is not the most suitable assay to detect memory enhancement in cognitively normal WT mice. Another study employed the BET/BRD inhibitor I-BET858 and observed no behavioral alterations when the drug was applied to adult mice, while administration of I-BET858 to juvenile animals led to autism-like phenotypes^35^ suggesting that BRD proteins play an important role in post-natal development.

Although obviously more research is needed to understand how the modulation of BET/BRD reader proteins impacts on memory function, we like to stress the fact that our data showing JQ-1-induced memory improvement in WT mice is supported by LTP measurements. Although behavioral testing of mice is known to be affected by many confounding factors including housing conditions or even the gender of the experimenter,^42^ which could also contribute to the apparently conflicting results across studies, the analysis of LTP in hippocampal slices is less prone to such effects and is considered a molecular correlate for memory formation. Of note, LTP has not been tested so far in the context of BET/BRD inhibitors and we show here that JQ1 clearly enhances LTP in a dose-dependent manner. Moreover, no BET/BRD inhibitors have been tested for their action in the context of neurodegenerative diseases. Thus, in addition to the data obtained in WT mice, we show for the first time that JQ1 improves memory function and hippocampal LTP in APP mice.

To our knowledge, our study is not only the first to report beneficial effects of JQ1 on memory and hippocampal LTP, but also the first to describe the effects of JQ1 on gene expression in the adult hippocampus *in vivo*. It is therefore interesting that one of the major gene-expression networks affected by JQ1 is related to ion channel activity, a finding that is in line with data obtained from *in vitro* experiments.^22, 39^ Another interesting observation is the fact that the same dose of JQ1 elicits a much greater change in hippocampal in gene expression in APP mice when compared to WT mice. 

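Whether JQ1 changed expression differently in the 2 experiments was tested as an interaction, a test added after the values had been seen, on log2 values with a pseudocount of 0.1 in limma. Of the 13134 genes present in both, 321 had an adjusted p-value under 0.05 for the difference between the change in APP mice (n = 6 per group) and the change in young WT mice (n = 8 per group), with 110 higher and 211 lower in APP mice. In simulated data with 200 genes changed by more than 1 on the log2 scale, the model recovered 95% of them, with 4.04% false calls. Smaller changes were not simulated. The number was 47, with 37 higher and 10 lower in APP mice, when the GC content and length of genes were corrected within each experiment. This alternative moved the number most and reversed the balance of directions. Across the 28 fits that each left out 1 sample, the number lay between 126 and 503. The test compares changes within each experiment, so a constant difference between the experiments cancels, but age, sex, genotype and number of injections differ together between them. For ion channel genes, 3 of the 184 genes changed in APP mice were in the set (odds ratio 1.049, Fisher's exact test, p = 0.7647). The odds ratio ran from 0.9333 to 2.316 in fits that each left out 1 sample, and from 0.6562 to 4.241 under the other alternatives. Ion channel genes passed the threshold with DESeq2 and without WT replicate 1. From the larger change in APP mice, the paper proposes that the response to JQ1 might depend on the state of the cell and its chromatin. It speculates that such drugs may act more strongly where disease disrupts transcription.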

This finding suggests that JQ1 might elicit different responses depending on the cellular milieu and chromatin state. It is therefore tempting to speculate that in a healthy physiological setting, drugs such as JQ1 exhibit only a moderate effect on gene expression. However, in a pathological setting such as AD pathogenesis, where chromatin dynamics and transcriptional plasticity are disrupted, drugs like JQ1 can exert a more pronounced effect and potentially help to reinstate transcriptional homeostasis. This interpretation is in line with the gene-expression changes observed in the hippocampus from JQ1-treated WT mice vs JQ1-treated APP mice and suggests that JQ1 could be a suitable strategy to treat AD. Further support for this interpretation stems from recent data showing that JQ1 mediates anti-inflammatory actions in several disease models.^43, 44, 45^ Of note, JQ1 was also found to decrease the inflammation and Tau phosphorylation in an 3 × TG mice, another animal model for AD.^24^ It is in this context important to mention that JQ1 may affect other processes than chromatin plasticity and gene expression. The fact that JQ1 has, for example, very distinct effects on IEG expression when applied to hippocampal neurons such as increasing *cFos* but decreasing *Arc* expression supports the view that gene expression may not fully explain the memory enhancing effect of JQ1. Moreover, robust changes in the expression of IEG were observed when JQ1 was administered to hippocampal neurons while data from the *in vivo* experiments was less conclusive suggesting that the cellular context and duration of JQ1 treatment distinctly dictates gene-expression changes. 

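The immediate early genes named in the paper were examined in CA1 in vivo, where none had an adjusted p-value under 0.05 after JQ1 in either experiment. In APP mice the log2 fold changes were −0.8448 for Egr2, −0.6861 for Fos, −0.65 for Junb, −0.559 for Arc, −0.3785 for Egr1 and −0.07976 for Nr4a2, all negative, with edgeR adjusted p-values from 0.1682 (Junb) to 0.8816 (Nr4a2). Junb had 21.05 ± 6.983 CPM (SD, n = 6) with JQ1 and 32.93 ± 9.842 (SD, n = 6) with vehicle (exact permutation test, p = 0.03463 before adjustment). Fos had 14.03 ± 5.551 with JQ1 and 22.49 ± 19.73 with vehicle (SD, n = 6 each), a difference smaller than the spread between vehicle-treated mice. In young WT mice all 6 genes had positive log2 fold changes, from 0.09001 (Egr1) to 0.3269 (Junb), with limma adjusted p-values of at least 0.9807. Arc had an FPKM of 20.01 ± 5.911 (SD, n = 8) with JQ1 and 17.46 ± 6.077 (SD, n = 8) with vehicle. When 1 sample was left out at a time, the sign changed for Nr4a2 in APP mice, whose log2 fold change reached 0.04397, and for Egr1 in young WT mice, which fell to −0.01225. Tissue was taken the day after the last behavioral test, which limits what these rapidly changing genes can show of the injections. From the weak changes in vivo beside those in hippocampal neurons, the paper reasons that the cellular context and the duration of treatment shape the response.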

This may also—at least in part—explain the discrepancy to two previous studies that either observed no change or decreased IEG expression after JQ1 treatment in different experimental settings.^23, 35^ Although there is no evidence available yet, BET/BRD proteins may also recognize other proteins than acetylated histones. This is of particular interest, as non-histone protein acetylation has been implicated with numerous cellular processes.^46^ Thus, it will be important for future studies to test whether JQ1 would elicit proteome or acetylome changes. This may also help to better understand our observation that JQ1 improves memory function and LTP in wild-type mice and in a mouse model for AD. It is possible that these effects are mediated via different mechanisms. 

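The changes after JQ1 in the 2 experiments were compared across the 13658 genes that could be matched between the count and FPKM values. The log2 fold changes in APP mice (edgeR, n = 6 per group) and in young WT mice (limma, n = 8 per group) had a Pearson r of −0.04434 (jackknife standard error over samples 0.116) and a Spearman rho of −0.06371. This is a correlation across genes, which are not independent of each other, so no p-value is given for it. Of the 172 matched genes with an adjusted p-value under 0.05 in APP mice (edgeR), 63 changed in the same direction in young WT mice (36.6%, 95% Wilson interval 29.8 to 44.0). With each sample left out in turn r lay between −0.07801 and 0.006136, and under the other alternatives between −0.08695 and −0.002547. Changes near 0 carry mostly noise, and the median size of the change over the 172 genes was 0.05771 in young WT mice, so a low r is also what 1 experiment with little change would give. Noise alone would give an even split of directions among independent genes, and the 36.6% lay below that. The genes are not independent, so noise shared between them can also move the share away from an even split. Whether little change explains this excess of opposite directions therefore cannot be decided. The interval of that share cannot test it either. The paper takes the difference between WT and APP mice as support for separate mechanisms.

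**Figure D5:**
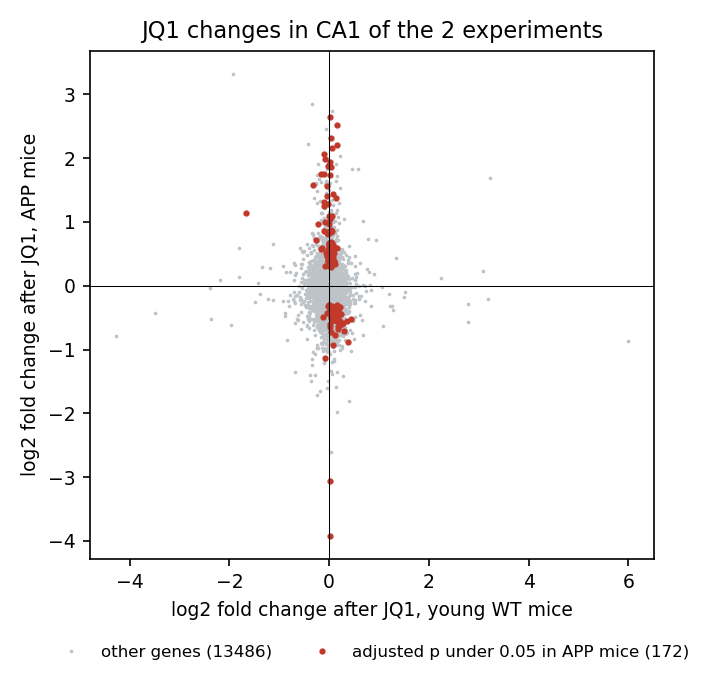
Log2 fold change after JQ1 in young WT mice (x axis, n = 8 mice per group) and in APP mice (y axis, n = 6 mice per group). Points are the 172 genes changed in APP mice (red) and the other matched genes (grey), and the red points spread along the y axis and, except for 1, stay near 0 on the x axis.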

The observation that JQ1-induced changes in gene expression differ substantially when comparing wild-type and APP mice supports this view.

In summary, BET/BRD inhibitors are currently discussed as promising targets in cancer research and several clinical trials have been initiated (www.clincaltrials.gov). It is thus of utmost importance to understand whether systemic administration of drugs such as JQ1 would affect brain function. To learn more about BET/BRD inhibitors in translational neuroscience is furthermore important, taken into account that drugs which inhibit a related class of proteins, namely HDAC inhibitor, are already used in cancer treatment and also provide suitable drug targets to treat neurodegenerative diseases.^3^ Data on BET/BRD inhibitors and memory function are however rare and conflicting. Here we provide solid evidence that the BET/BRD inhibitor JQ1 improves hippocampal memory function and LTP in WT mice and in a mouse model for AD, which is linked to a substantial change in hippocampal gene expression. Our results are encouraging for the development of dementia therapies or to treat age-associated memory decline and suggest that BET inhibitors should be further tested in other animal models of cognitive impairment.

## Figures and Tables

**Figure 1:**
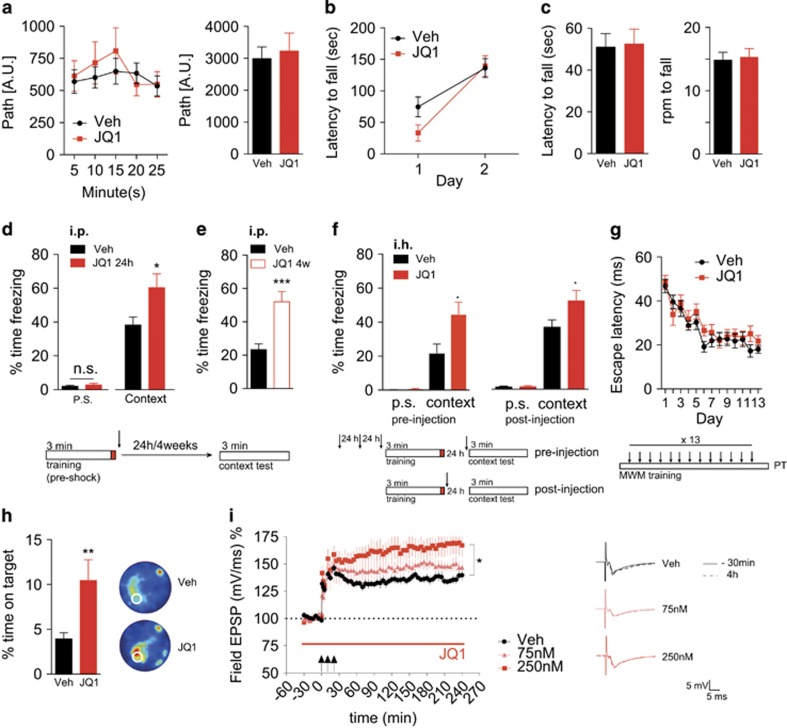
JQ1 improves cognitive performance in the fear-conditioning and water maze test without affecting basal motor and exploratory behavior. (**a**) Left panel: path per minute in the open field was not changed in JQ1-injected animals. *n*=10 (vehicle); 9 (JQ1). Right panel: total path in the open field was not changed in JQ1-injected animals. *n*=10 (vehicle); 9 (JQ1). (**b**) The latency to fall during the training phase of the rotarod test did not show significant differences between vehicle- and JQ1-injected animals. *n*=14 (vehicle); 14 (JQ1). (**c**) Left panel: latency to fall from the rod in the rotarod test was not different in JQ1-treated animals. *n*=14 (vehicle); 14 (JQ1). Right panel: the speed at which animals fell in the rotarod test was not different for JQ1-treated animals. *n*=14 (vehicle); 14 (JQ1). (**d**) A single JQ1 i.p. injection after training the contextual fear-conditioning paradigm led to increased freezing levels in JQ1-treated animals. *P<0.05, two-tailed Student’s *t*-test. *n*=8 (vehicle); 10 (JQ1). (**e**) Freezing levels are elevated in JQ1-treated animals when they were tested 4 weeks after training. ***P<0.001, two-tailed Student’s *t*-test. *n*=15 (vehicle); 15 (JQ1). (**f**) Left panel: JQ1 injections into the hippocampus (i.h.) before the training led to a significant increase in freezing levels in wild-type animals. *P<0.05, two-tailed Student’s *t*-test. *n*=9 (vehicle); 10 (JQ1); right panel: a single intrahippocampal JQ1 injection immediately after training in the fear-conditioning paradigm caused a borderline significant increase in freezing levels at an alpha level of 0.1. *P*-value from a two-tailed Student’s *t*-test. *n*=9 (vehicle); 8 (JQ1). (**g**) Escape latency of wild-type animals that received daily JQ1 injections after the training session in the MWM performed is similar to that of vehicle-injected animals. *n*=18 (vehicle); 16 (JQ1). (**h**) JQ1-treated animals spent significantly more time in the target area where the escape platform was during training, in the probe test. **P<0.01, two-tailed Student’s *t*-test. *n*=18 (vehicle); 16 (JQ1). Left panel shows heatmap occupancy plots representing the probe test for vehicle- and JQ1-injected animals. Brighter colors indicate higher occupancy. (**i**) Dose-dependent increase in LTP recorded from wild-type slices treated with vehicle or with increasing doses of JQ1 per bath application. *P<0.05, repeated measures ANOVA, F (1,12)=5.127; *n*=5 (vehicle); 10 (JQ1). Error bars indicate s.e.m. EPSP, excitatory postsynaptic potential; MWM, Morris Water Maze.

**Figure 2:**
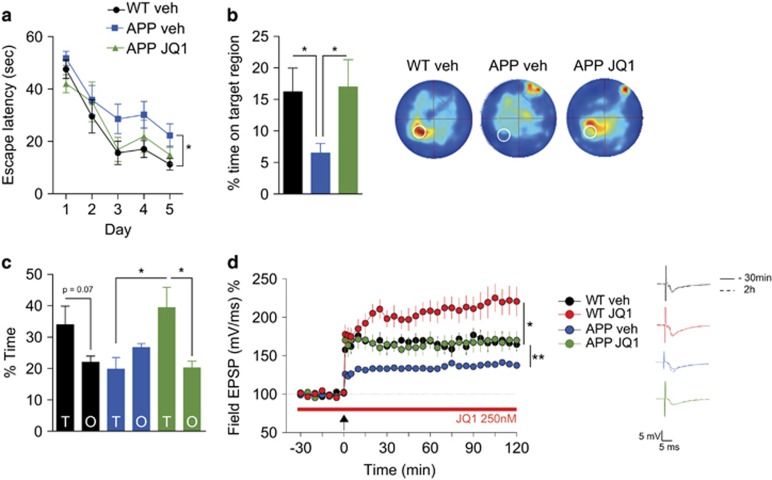
**J**Q1 rescues cognitive and electrophysiological deficits in 8-month-old APP/PS1–21 animals. (**a**) Escape latency curve in the MWM for wild-type vehicle, APP vehicle and APP-JQ1 animals. *P<0.05, repeated measures ANOVA wild-type vehicle vs APP vehicle; F (1, 16)=5.555; *n*=9 (wild-type vehicle); 9 (APP vehicle); 7 (APP JQ1). (**b**) (left panel) The percentage of time spent in the target area of the platform is significantly decreased in APP vs wild-type animals and rescued in APP-JQ1 animals. *P<0.05, two-tailed Student’s *t*-test. *n*=9 (wild-type vehicle); 9 (APP vehicle); 7 (APP JQ1). Right panel: heatmap occupancy plots representing the probe test for wild-type and APP animals. Brighter colors indicate higher occupancy. (**c**) The percentage of time spent in the target quadrant was significantly increased in APP vehicle vs APP-JQ1 animals. Wild-type animals also showed borderline significant preference for the target over the rest of the pool at an alpha level of 0.1, whereas APP-vehicle animals did not. APP-JQ1 animals showed a clear preference for the target quadrant. *P<0.05, two-tailed Student’s *t*-test. *n*=9 (wild-type vehicle); 9 (APP vehicle); 7 (APP JQ1). (**d**) LTP was enhanced in wild-type slices, reduced in APP-vehicle animals and rescued in APP animals by bath application of JQ1. *P<0.05, repeated measures ANOVA, wild-type vehicle vs wild-type JQ1. F (1, 13)=5.789. *n*=7 slices, 5 animals (wild-type vehicle); *n*=9 slices, 5 animals. **P<0.01, repeated measures ANOVA, wild-type vehicle vs APP vehicle. F (1, 9)=12.76. *n*=7 slices, 5 animals (wild-type vehicle); *n*=5 slices, 3 animals (APP vehicle). APP vehicle vs APP JQ1 comparison: *P*<0.05, F (1, 8)=8.902; *n*=5 slices, 3 animals (APP vehicle); *n*=5 slices, 3 animals (APP JQ1). Error bars indicate s.e.m. EPSP, excitatory postsynaptic potential; MWM, Morris Water Maze.

**Figure 3:**
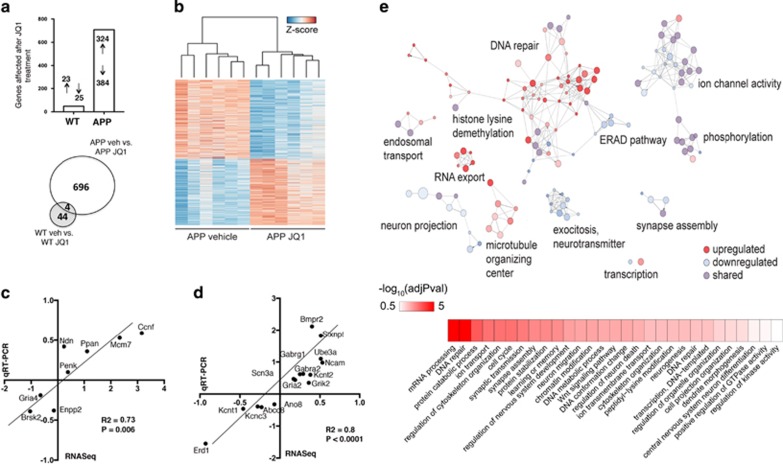
JQ1-induced gene expression in WT and APP mice. (**a**) Upper panel: number of up- and downregulated genes affected by JQ1 treatment in WT and APP mice. Lower panel: Venn diagram showing limited overlap of genes affected in WT and in APP mice. (**b**) Heatmap of differentially expressed genes in APP-vehicle vs APP-JQ1 animals showed two main clusters of up- and downregulated genes. (**c**) qPCR was performed for selected genes affected by JQ1 treatment in WT mice. Correlation analysis shows that qPCR data were able to confirm RNA-seq findings. (**d**) qRT PCR was performed for selected genes affected by JQ1 treatment in APP mice. Correlation analysis shows that qPCR data were able to confirm RNA-seq findings. (**e**) Network of functional categories represented by JQ1-associated changes in APP animals based on the Biological Process ontology. The size of the nodes correlates inversely with statistical significance. Categories of upregulated genes are red, downregulated genes are blue and those where there are both up- and downregulation are purple.

**Figure 4:**
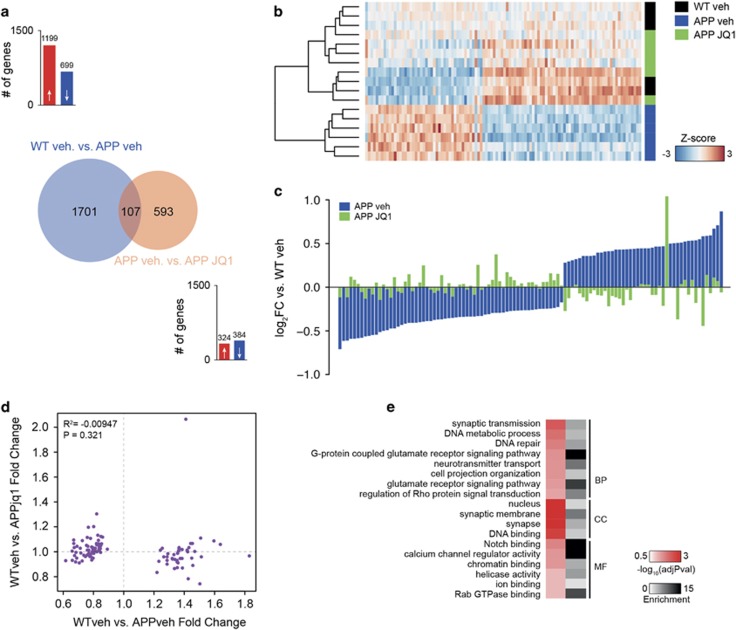
JQ1 restores physiological expression of a subgroup of amyloid-associated genes. (**a**) Venn diagram showing the overlap between purely APP-associated changes in JQ1-associated changes in APP animals. The graphs at the top and bottom of the Venn diagram show the number of up- and downregulated genes for the two conditions. (**b**) Heatmap for the 107 genes in the overlap between the APP and the APP-JQ1 signature shows partial restoration of physiological expression levels compared to the APP-vehicle signature. (**c**) Bar graph illustrating that for a subset of 107 genes, JQ1 was able to almost fully restore physiological gene expression. The figure shows the fold changes in APP/PS1–21 vehicle animals (vs wild-type animals) in blue and the fold changes in APP/PS1–21 vehicle animals (vs APP/PS1–21 JQ1 animals) in green. (**d**) Salient categories represented in the 107 genes in the overlap. Both enrichment and significance are represented. BP, biological process; CC, cellular component; MF, molecular function.

# Supplementary material for: The BET/BRD inhibitor JQ1 improves brain plasticity in WT and APP mice
**Source:** Transl Psychiatry. 2017 Sep 26;7(9):e1239–. doi: 10.1038/tp.2017.202
**Supplement:** Supplementary Tables

Table S1. Genes differentially expressed in JQ1 treated wild type mice

Table S2: Genes differentially expressed in JQ1 treated wild type mice. Comparision of RNA-seq and qPCR results

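Table S2 sets the log2 fold change of 8 genes from RNA-seq in JQ1-treated WT mice beside the value from qPCR, which measures the same transcripts by amplification of cDNA with gene-specific primers. The RNA-seq column of the table equals the log2 ratio of the mean FPKM of the 2 groups to within rounding. FPKM per mouse show what lies behind these ratios. Ccnf had an FPKM of 9.143 ± 22.52 (SD, n = 8) with JQ1 and 1.023 ± 0.1067 (SD, n = 8) with vehicle, and Mcm7 had 35.31 ± 71.43 and 7.011 ± 0.8881. In both genes 1 JQ1-treated mouse, with 64.88 for Ccnf and 210.6 for Mcm7, made most of the difference. Ppan had 22.58 ± 31.08 with JQ1 and 10.46 ± 8.338 with vehicle. Brsk2 had 60.29 ± 3.686 with JQ1 and 124 ± 118.7 with vehicle, and Gria4 25.03 ± 3.257 and 39.17 ± 27.05, so that here the spread lay in vehicle-treated mice. Penk (15.96 ± 5.285 and 12.22 ± 1.649), Ndn (108.9 ± 39.21 and 92.27 ± 27.78) and Enpp2 (52.77 ± 8.91 and 58.75 ± 6.997) changed less and varied less. The loci of Ccnf, Mcm7, Ppan, Brsk2 and Gria4 join the gene with a short RNA gene inside it, and the FPKM belong to the joined locus.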

Table S3: RNA-seq reveals genes differentially expressed when comparing vehicle and JQ-1 treated APP mice

Table S4: RNA-seq reveals that the transgenes coding for Psen1 and App are not differentially expressed in JQ-1 treated APP mice.

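For App, Table S4 gives the paper's log2 fold change of −0.14 between JQ1-treated and vehicle-treated APP mice, beside −0.1529 in edgeR's fit of the counts. App lay between 1781 and 2496 CPM in the 6 JQ1-treated mice, between 2253 and 2716 in the 6 vehicle-treated APP mice and between 1853 and 1992 in the 4 WT mice. The lowest value among APP mice was that of JQ1-treated replicate 4, and the 5 other JQ1-treated mice lay between 2070 and 2496. These values rest on between 26719 and 69407 reads per mouse, so sampling noise is small beside the spread between mice.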

Table S5: RNA-seq reveals 107 differentially expressed genes completely restored in APP mice after JQ1 treatment

b

Table S6: List of primers used in this study

# Supplementary material for: The BET/BRD inhibitor JQ1 improves brain plasticity in WT and APP mice
**Source:** Transl Psychiatry. 2017 Sep 26;7(9):e1239–. doi: 10.1038/tp.2017.202
**Supplement:** Supplementary Figures

**Fig S1**

** Figure S1. BRD4 is displaced from the chromatin-bound fraction after JQ1 treatment. a.** The amount of BRD4 in the chromatin-bound fraction is significantly reduced after JQ1 treatment in hippocampal cells both after 30min and 24h. *** p < 0.001, 2-WAY ANOVA (F (1, 8) = 31.28), * p < 0.05, Holm-Sidak corrected t-test.

**Fig S2**

**Figure S2. Basal mobility is not affected in 8 month old APP/PS1 animals treated with JQ1. a.** 8 month old APP animals were injected with JQ1 i.p. for 3 days prior to the open field. Speed and total path travelled were not affected by JQ1 injection in APP animals. **b.** Swimming speed in the Morris Water maze was also not affected significantly in APP vehicle vs. APP JQ1-injected animals both on the first trial of the first day and on the probe test day.

**Fig S3**

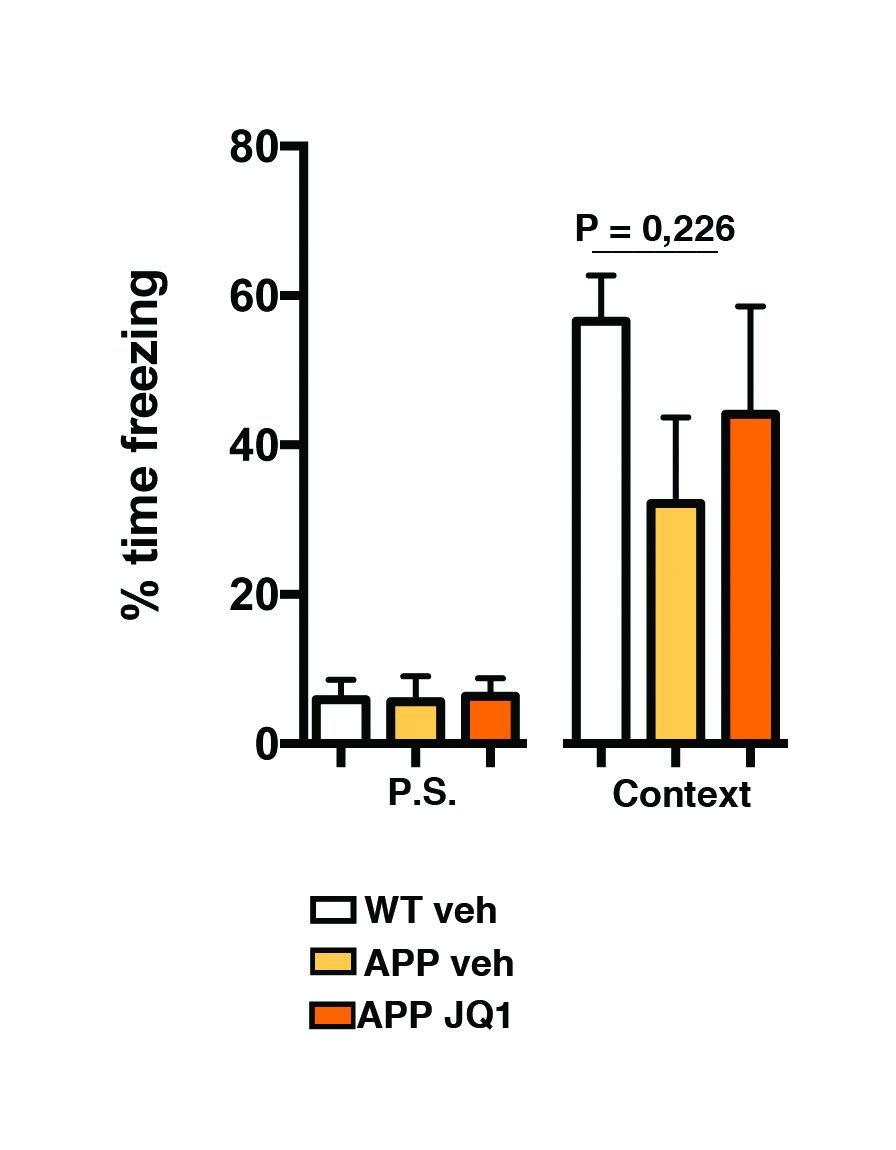

**Fig S3. Contextual fear conditioning in 8 month old APP mice.** 8 month old APP mice received daily injection in vehicle or JQ for 1 week before being subjected to contextual fear conditioning training. Vehicle treated WT mice served as an additional control. Minimal freezing behavior that was similar amongst groups was detected during the training (P.S., pre-shock). When memory was tested 24h after the training vehicle-treated APP mice showed a trend towards impaired freezing behavior, which was partially ameliorated in JQ1 treated APP mice. One-way ANOVA analysis revealed however that the difference amongst groups was not significant (P = 0.226). This data is in line with other findings showing that APP mice are more sensitive to impairments in the Morris water maze test, while fear learning is only altered at advances stages of pathology (Puzzo et al., 2014, Biochem Pharamcol, 88,4, p450; PMID 24462904). Error bars indicate SEM.

**** **Fig S4**

**Figure S4. a.** Immediate Early Gene (IEG) expression profile after acute treatment with 250nM JQ1 in hippocampal cultures. **b.** Immediate Early Gene (IEG) expression profile after acute treatment with 250nM JQ1 in hippocampal cultures. * p < 0.05, ** p < 0.01, *** p < 0.001, Holm-Sidak corrected t-test. n = 6 per group for both timepoints.

**Fig S5.**

**
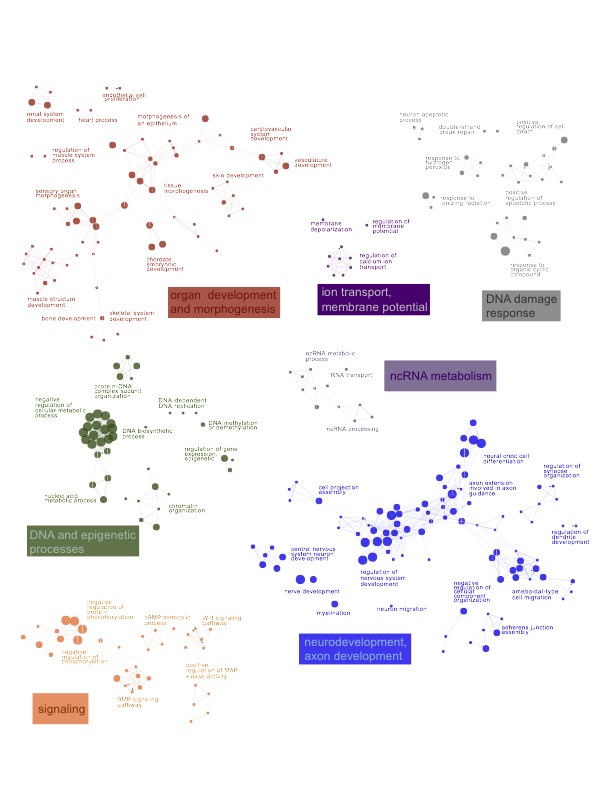
**

**Figure S5. Biological process network for genes differentially regulated in neuroblastoma cells after JQ1 treatment.** Although the model is fundamentally different from healthy hippocampal neurons in vivo, many categories are common with the ones we find in APP/PS1 vehicle vs. APP/PS1 JQ1-treated animals, including ion transport, DNA damage response and neurodevelopment.

**Fig S6.**

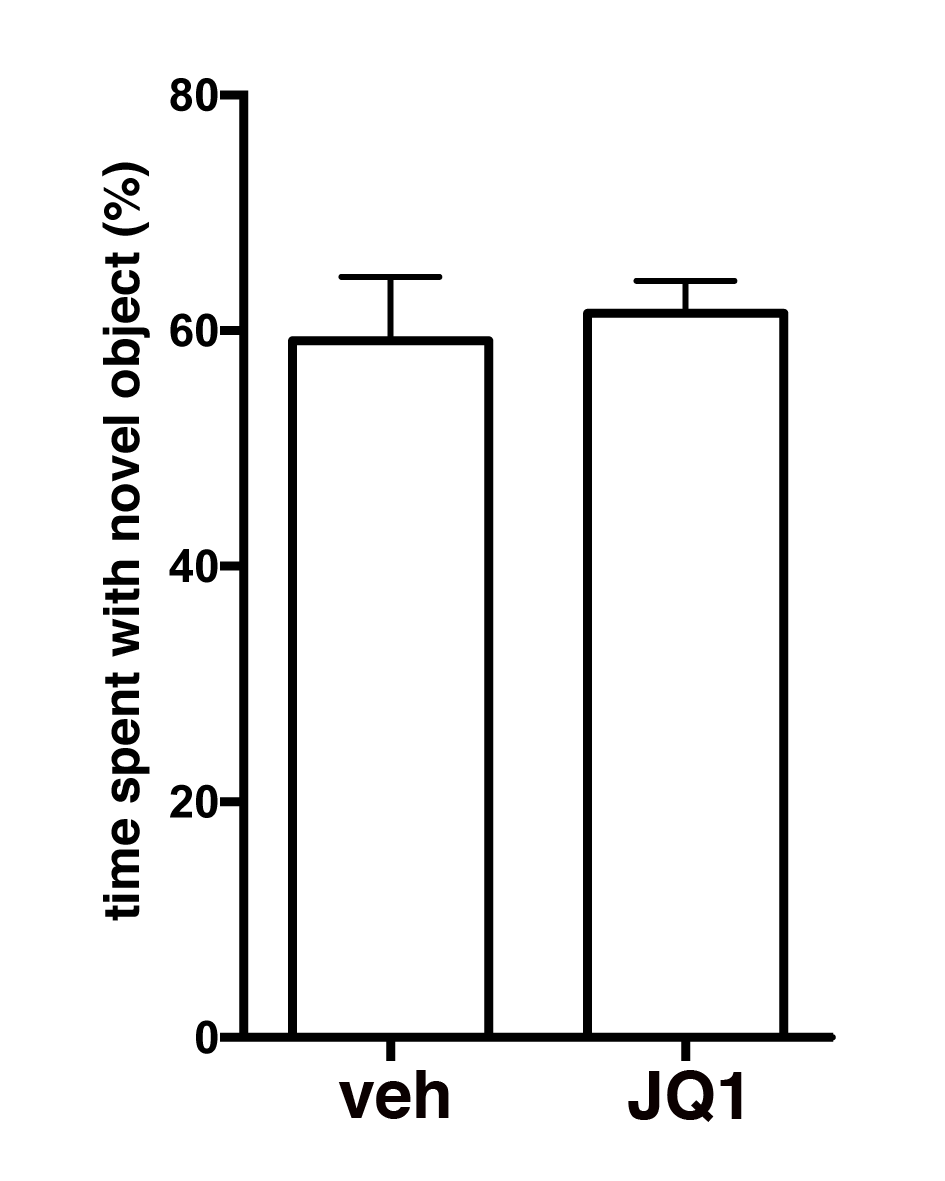

**Fig S6. Novel object recognition memory is not affected by JQ1 treatment.**

Mice received daily injection of JQ1 (intraperitoneal 50mg/kg) for 1 week (n = 9) or vehicle solution (n = 8). Before being subjected to the novel object recognition test (NOR). To this end animals were placed for 10 min in the NOR arena without any objected for habituation. On the next day animals were placed for 5 min in the same NOR arena that contained 2 identical objects. 24h later the memory test was performed by placing mice to the NOR arena with on familiar and one novel object. The time spent with the novel object was measured using the VideoMot2 System (TSE). There was no statistical difference amongst groups (t-test; *P* = 0,69). Veh; vehicle. Error bars indicate SEM.

How the deposited data were processed for this re-analysis (not part of the article)

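The samples were CA1 tissue of the hippocampus from 2 experiments. In aged mice, 6 JQ1-treated APP mice, 6 vehicle-treated APP mice and 4 vehicle-treated WT mice had counts, and in young WT mice 8 JQ1-treated and 8 vehicle-treated mice had FPKM. The labels list 33 samples, of which 32 had values, the missing one being vehicle-treated aged WT replicate 2. Groups were formed from the labels only, and no sample was left out of the main fits. The sequencing was done on a HiSeq2000. The authors aligned the reads to mm10 with STAR, allowing at most 2 mismatches, and made the counts with htseq, as whole numbers without normalization. The deposited FPKM come from cufflinks/cuffdiff according to the authors' methods and are normalized to the length of the transcript and the depth of the sample. Reads were not analysed. Gene coordinates, GC content and exonic length came from GENCODE release 21 of the mouse, on the same build as mm10, and the starts of loci, which count from 0 in the FPKM files, were raised by 1.

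In the count files, 38355 genes were listed, of which 36602 had a symbol, holding 99.8% of the counts. Between 14605459 and 25339482 reads were counted on genes per aged sample, and 3 reads, taken as the smallest share that the depth can show, correspond to between 0.1184 and 0.2054 CPM. The depth of the young samples is unknown, since FPKM hold no counts and their low values show no plain steps. The first 2 principal components of the aged samples held 30.6% and 17.7% of the variance.

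Counts were normalized with TMM in edgeR version 4.0.16, filtered with filterByExpr, which kept 16962 genes, and tested in 1 fit of the 3 groups with the quasi-likelihood test, with robust estimates of dispersion and Benjamini-Hochberg adjustment. FPKM were tested with limma version 3.58.1 (trend and robust) on log2 values with a pseudocount of 0.1, for the 18420 loci with an FPKM of at least 0.5 in at least 8 of the 16 samples. An adjusted p-value under 0.05 was the threshold throughout. Differences of single genes between groups were also tested with exact permutation tests of the group labels, whose smallest possible p is 0.002165 for 6 samples against 6, 0.004762 for 6 against 4 and 0.0001554 for 8 against 8. Enrichment was tested with Fisher's exact test against sets of ion channel and DNA repair genes. These sets and the marker genes of cell types were written before the processed values were seen, but after the paper's supplementary lists had been read. The software was R version 4.3.3 with DESeq2 version 1.42.0 and sva version 3.50.0, and Python version 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

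The comparisons were JQ1 against vehicle in APP mice, vehicle-treated APP against vehicle-treated WT mice, JQ1-treated APP against vehicle-treated WT mice, and JQ1 against vehicle in young WT mice. Genes named are those the paper names in its results text, in Fig. 3c or 3d, in Table S2 or in Table S4, its immediate early genes, the 5 genes of each of its lists with the largest change it gives, and in each comparison the 5 largest changes of each sign among genes past the threshold in which the groups were completely separated. Not every gene that this rule selects is reported here, and counts of named genes leave out those that are not. The labels Ncam and Erd1 of Fig. 3d were taken as Ncam2 and Erdr1. The distance of single samples from the group means, the enrichment in the paper's lists of 107 and of WT genes, and the interaction between the experiments were added after the values had been seen.

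Replicate numbers are shared between groups in the labels. The pairing is taken from the labels alone, so it was checked by the correlation of deviations from group means, and each count was also computed with the replicate number as a block. The other alternatives were DESeq2's Wald test, RLE size factors, no filter on low counts, at least 10 counts in every sample, a fit of only the 2 groups compared, 1 surrogate variable, a correction for GC content or for GC content and length with splines of 5 degrees of freedom, the block together with this correction, and leaving out each sample in turn. For FPKM they were pseudocounts of 0.01 and 1, no filter, an FPKM of at least 1 in every sample, limma without trend or robust, median-ratio rescaling, the block, the correction for GC content and length, and the log2 ratio of mean or of median FPKM. GC content and length were known for 98.9% of the genes tested and 87.3% of the loci tested. For each count of genes, 100 splits of the samples into groups of the same sizes, the real one included, were fitted.

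The fits were tested on simulated data in which 200 genes were changed by at least 1 on the log2 scale. The quasi-likelihood test recovered 89.5% of them with 5.8% false calls, DESeq2 91.5% with 15.7%, the fit with the block 87.5% with 5.4%, and limma 85.5% with 4.5%. When a GC bias was added to 1 group of simulated samples, 42.0% of the calls were false without a correction, 3.2% with the GC correction and 3.7% with the correction for GC content and length. With no gene changed, 0 genes were called. The shares recovered do not apply to changes smaller than those simulated.

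The cuffdiff test was left out because it needs the reads. Gene Ontology terms were left out because that annotation was not part of the reference data used here. Values of cultured neurons, behavior, LTP and neuroblastoma cells are not in the files analysed here.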

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

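Samples far from the others of their group. In 199 groups of samples of the genes named, the gap between the most distant sample and the nearest other, divided by the range of the group, was compared with Dixon's critical value. It was above that value in 24 groups, where 10 are expected by chance, and in 0 of 21 groups of sample-wide measures. APP JQ1 replicate 4 was the lowest of its group for Cst7 (0.835), Cd200r4 (0.733), Dcstamp (0.667) and Gm49339 (0.669). APP vehicle replicate 6 was the lowest of its group for Cd200r4 (0.631), Dcstamp (0.723) and Gm49339 (0.632). In aged WT mice, Cd200r4 (1.000), Cd300lb (1.000), Ifi44l (1.000) and Gm49339 (0.889) were flagged at values at or below the smallest share that the depth can show, where 1 to 3 reads make the gap, and Egr2 (0.855, replicate 4 lowest) and Myo5b (0.924, replicate 1 highest) at higher values. The other flags in APP mice were Abcc8 (0.719) and Vgf (0.629) in vehicle replicate 1, Gucy1a2 (0.800) in vehicle replicate 4 and Xkr4 (0.741) in JQ1 replicate 6. In young WT mice they were Egr1 (0.543, JQ1 replicate 4), Junb (0.560, JQ1 replicate 2), Ccnf (0.907, JQ1 replicate 6), Ppan (0.568, vehicle replicate 3), Mir155 (0.922, vehicle replicate 3), the locus of Gm20732 and Mir30d (0.774, vehicle replicate 1) and Mir181a-1 (0.910, JQ1 replicate 5). No biological explanation was tested for single mice.

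APP JQ1 replicate 4. Over the 414 genes in which all vehicle-treated APP mice lay apart from all WT mice, this sample was nearer the WT mean in 89.61% of the genes, against 1.208% to 23.19% in the other 5 JQ1-treated APP mice. Its App value was 1781 CPM, below those of all 4 WT mice, and Cst7 had 0 reads, where the smallest share that its depth can show is 0.1993 CPM. The prediction for a mislabelled sample, made only after the result was seen, asked for at least 90% of the genes, so the test fell just short of it. App met the part of the prediction that concerned it, and the rest of that part is not reported here. A candidate explanation is that this sample came from a mouse without the APP transgene, and a strong response of this mouse to JQ1 is not excluded. Fits without this sample gave 601 genes between the genotypes, against 436 in the main fit. For the difference between the JQ1 changes in APP and young WT mice, they gave 180 genes, against 321.

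Sex of the samples. Xist and Y-linked genes placed 0 samples in another sex than the paper states. The paper states no sex for the 4 aged WT mice, which were placed as female, so the test does not cover them. APP JQ1 replicates 3 and 4 held 76 and 62 reads on Y-linked genes, against 6 or fewer in the other aged samples.

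Large fold changes in the paper's WT list. Of the 24 loci with a log2 fold change above 1 in size in the paper, 14 kept less than 0.5 times the log2 ratio of mean FPKM or changed sign without 1 sample, so single samples may account for them. Very low expression, a median FPKM under 0.5, held for 7 of the 24, fewer than the 12 or more that had been predicted. Reads shared with a short RNA gene in the same locus remain: 21 of the 24 loci hold a short RNA gene, against 547 of 18380 other tested loci (2.98%, odds ratio 228.2, Fisher's exact test, p = 2.45e-29), a prediction made only after the result was seen. FPKM of a joined locus can rise strongly in 1 sample when a few reads fall on a short transcript. The young mice differ by JQ1 treatment, but with these 2 technical explanations left, the large changes other than that of Capn11 cannot be told apart from them. Capn11 fell under neither, with a log2 ratio of mean FPKM of 1.082, or 0.62 without 1 sample, but its median FPKM was 0.3153.

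A difference between groups. The change after JQ1 differed between APP and young WT mice in 321 of 13134 genes (limma interaction, adjusted p-value under 0.05). Of 100 splits of the samples within each experiment, 2 gave as many genes, the real one included, and the other of the 2 gave 688. After a correction for GC content and length 47 genes remained. Different processing of the 2 experiments was tested by converting the APP counts to FPKM-like values for the same limma fit, and 115 genes still changed in APP mice, against 1 in young WT mice. Genotype, age, sex and number of injections differ together between the experiments, so a GC bias in the aged samples may account for part of the difference, and the rest cannot be assigned to any of them.

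A signal in genes the paper does not discuss. A list of 12 microglia marker genes, written before the processed values were seen, was higher in vehicle-treated APP mice than in aged WT mice by 3.151 on the log2 scale (6.539 ± 0.4312 against 3.388 ± 0.1049, SD, n = 6 and n = 4, exact permutation test, p = 0.004762, adjusted p = 0.02381), with 6 of 6 APP mice above all WT mice. JQ1-treated APP mice were higher than WT mice by 2.476 (exact permutation test, p = 0.02857, adjusted p = 0.1429), 5 of 6 lying above all WT mice, and differed from vehicle-treated APP mice by −0.6755 (exact permutation test, p = 0.3139). The JQ1-treated mice spread widely (5.863 ± 1.318, SD, n = 6). APP JQ1 replicate 4 had 14.66 CPM of Trem2 and 18.59 of Tyrobp, near the WT mice and below every other JQ1-treated mouse. The −0.6755 may therefore rest in part on this replicate. For the genotype comparison, 1 of 100 splits of the samples, the real one, gave as many genes as the 436 found, total counts of 4 APP samples lay within the range of the WT samples (library size), and GC content and length explained 3.091% of the variance of the log2 fold change. A response of microglia to the genotype is a hypothesis. A difference between library batches was not tested for this comparison, since neither labels nor paper give batches. Between the same groups the oligodendrocyte markers differed by −0.08228, dentate gyrus by −0.02709, CA3 by −0.375 and choroid plexus by −1.075. Their exact permutation tests had adjusted p-values from 0.1071 to 0.9476. These values argue against a batch that shifted all marker sets alike, but not against one that reached microglia genes alone.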

How the results depend on the processing

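Of 20 headline results, 6 were unchanged under every alternative. The alternatives were set before the processed files arrived, except those for the distances of samples, the enrichment in the paper's lists of 107 and of WT genes, and the interaction, which were chosen after seeing the data.

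With DESeq2, 749 genes changed after JQ1 in APP mice, 804 between the genotypes and 790 between JQ1-treated APP and WT mice, 29 were shared, and the odds ratio of ion channel genes was 2.985. DESeq2 tested more genes and called 15.7% false in simulated data, which could explain part of the rise. With the replicate block, the same 4 counts were 87, 35, 21 and 0, and 0 in young WT mice. The block spends degrees of freedom, and with 4 WT mice this may explain part of the fall. In simulated data the fit with the block recovered 87.5% of the changed genes, against 89.5% without it. Those changes were at least 1 in size on the log2 scale, so smaller changes could still be lost with the block. The count after JQ1, which compares APP mice only, fell as well. With the GC correction, 25 genes changed after JQ1, 1 was shared, and 97.19% of the paper's APP list kept its direction. With the correction for GC content and length these were 40, 1 and 95.27%, the odds ratio of DNA repair genes was 4.423, and the interaction held 47 genes. With the block and this correction, 32, 30 and 36 genes changed in the 3 comparisons, 0 were shared, 95.27% kept the direction, the odds ratio of DNA repair genes was 5.605, and 0 loci changed in young WT mice. The correction removes any change shared by genes of the same GC content, technical or not.

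With 1 surrogate variable, 612 genes differed between JQ1-treated APP and WT mice, 7 were shared and the odds ratio of ion channel genes was 0.7556. In fits of only the 2 groups compared, 679 genes differed between the genotypes and 227 between JQ1-treated APP and WT mice, since the third group no longer sets the dispersion. The odds ratio of ion channel genes fell below 1 with RLE size factors (0.6562) and with at least 10 counts in every sample (0.8777), where 1 gene more or less in 3 could move it. The latter filter also gave 2.992 for DNA repair genes in the list of 107. Reactome's sets gave 2.868 for DNA repair genes after JQ1, 0 for ion channel genes in the list of 107 and 3.602 for those in the WT list. Without a filter on low FPKM, 0 loci changed in young WT mice, and with the log2 ratio of median FPKM 78.72% of the paper's WT list kept its direction, since a median ignores a single high sample.

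Across fits that each left out 1 sample, the counts ran from 65 to 446 after JQ1 in APP mice, from 154 to 601 between the genotypes, from 11 to 651 between JQ1-treated APP and WT mice, from 0 to 4 for shared genes, from 0 to 2 in young WT mice and from 126 to 503 for the interaction. The odds ratio of ion channel genes ran from 0.9333 to 2.316 and the number of genes nearer the WT mean from 75 to 101. The log2 fold change reversed in single fits for Egr1 in young WT mice (from −0.01225 to 0.1554), Nr4a2 in APP mice (from −0.2193 to 0.04397), Mir155 (from −1.282 to 0.2276) and Mir181a-1 (from −0.1885 to 0.7535). Of 2029 rows of named genes, 237 were weaker, 27 stronger and 5 reversed, and 36 of 80 named results were unchanged. The 5 do not include sign changes in young WT mice outside the fits that left out 1 sample. There the log2 fold change reached −0.07979 for Mcm7, −0.04393 for Mir181a-1, 0.312 for Mir155 and 0.0009146 for the locus of Gm20732 and Mir30d. The share of genes with opposite signs has no value where no gene is shared. Genes with fewer than 3 reads per sample, such as Cd200r4 in WT mice, have fold changes that the depth limits.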

Differences from the paper's values

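For JQ1 against vehicle in APP mice, the paper gives 708 genes, and 184 were found. The paper's methods name DESeq2 beside cufflinks/cuffdiff. With DESeq2's Wald test the count was 749, near the paper's, and no other alternative set before the files arrived closed the gap. The paper's 384 decreased genes stand against 79 found and 378 with DESeq2, which alone closed that gap. The paper's 324 increased genes stand against 105 found, 371 with DESeq2 and 224 without APP vehicle replicate 2. Only these 2 came within 1.5-fold of the paper's count, which was taken as closing the gap. The number the paper gives for the overlap, 700, stands against 184 found and 749 with DESeq2, again the only one that closed it.

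For vehicle-treated APP against WT mice, the paper gives 1808 genes, and 436 were found. Fig. 4b shows 1 more WT mouse than had values here, and no alternative could restore it. About 1200 increased and about 700 decreased genes in Fig. 4a, read by eye, stand against 422 and 14 found. No alternative set before the files arrived closed these gaps, and apart from fits leaving out 1 sample they gave 30 to 804, 28 to 692 and 1 to 112 genes. The paper's 107 genes in both comparisons stand against 2 found and 0 to 29 under these alternatives, none of which closed the gap.

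In young WT mice the paper gives 48 genes, 25 decreased and 23 increased, and 1 was found, decreased, with 0 increased. No alternative set before the files arrived closed these gaps. About 4 genes changed in both WT and APP mice in Fig. 3a, read by eye, against 0 found and 0 under every alternative.

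Of 56 values compared, 20 differ, among them 8 of 43 log2 fold changes of named genes, none with the other sign. In young WT mice, the paper's values and those found were 3.16 and 0.8919 for Ccnf, 2.33 and 0.8184 for Mcm7, −1.04 and −0.5915 for Brsk2, 3.49 and 0.5969 for Mir181a-1, −5.19 and −1.2 for the locus of Gm20732 and Mir30d, −7.86 and −1.052 for Mir155, 4.49 and 1.63 for AA467197, and −5.68 and −4.174 for the locus of AC163666.1 and Gm23017. With the log2 ratio of mean FPKM, an alternative set before the files arrived, they were 3.16, 2.332, −1.041, 3.487, −5.195, −7.857, 4.488 and −5.684, which closed all 8 gaps. The log2 ratio of median FPKM also closed the last one (−5.828). For Brsk2 the value came nearer the paper's −1.04, without reaching it, when young vehicle replicate 1 (−0.6766), 3 (−0.6921), 4 (−0.6566), 5 (−0.691), 6 (−0.6721) or 8 (−0.6749) was left out. No other alternative closed any of the 8 gaps.

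The paper shows the genes of Fig. 3d as changed by JQ1 in APP mice, and 10 of the 14 examined here had edgeR adjusted p-values from 0.05524 to 0.1774. The paper names ion channel activity among the networks of genes changed in APP mice, and the odds ratio found was 1.049 (Fisher's exact test, p = 0.7647). Of the alternatives, 2 brought these genes past the threshold: DESeq2, with an odds ratio of 2.985 (Fisher's exact test, p = 1.156e-05), and the fit without WT replicate 1, with 2.316 (Fisher's exact test, p = 0.004677).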

Other observations

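JQ1-treated APP against vehicle-treated WT mice, a comparison for which the paper gives no count, differed in 349 genes (edgeR, adjusted p-value under 0.05), 327 of them higher and 22 lower. Of 100 splits of the samples, 4 gave as many genes, the real one included, and the most in another split was 791. Of the 3 other splits, 2 had APP JQ1 replicate 4 in the smaller group, 1 of them together with 3 WT samples. The remaining split, with 649 genes, had JQ1-treated APP replicates 1, 2, 3 and 6 there and no WT sample.

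GC content and the genes changed by JQ1 in APP mice. Genes increased by JQ1 had a median GC content of 41.32% and decreased genes 60.055%, against 49.7795% over all genes tested. GC content and length explained 14.78% of the variance of the log2 fold change, and the count fell from 184 to 40 after the correction, which is what was predicted for a GC and length bias before the values were seen. Grouping by chance gave as many genes in 1 of 100 splits, the real one, although another split gave 178. That split had JQ1 replicate 6 with vehicle replicates 1, 3, 4, 5 and 6, so only 1 mouse of each group was exchanged. Total counts of 3 JQ1 samples lay within the range of the vehicle samples (library size), as did the share of counts in the 20 most counted genes for 4 samples and the share of reads outside exons for 5 samples, the last prediction being made only after the result was seen. Markers of choroid plexus, dentate gyrus, CA3 and oligodendrocytes did not differ (smallest adjusted p = 0.355, exact permutation test), nor did they in young WT mice (smallest adjusted p = 0.9332, exact permutation test). Much of the change after JQ1 in APP mice therefore cannot be told apart from a GC bias between the libraries, while 40 genes remained after the correction. JQ1 may also act on genes by their GC content, which these data do not separate from a bias.

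A library batch. The 30 genes increased more than 2-fold by JQ1 in APP mice were compared with young vehicle-treated WT mice, for the 15 that could be matched. They lay lower by −2.675 on the log2 scale in vehicle-treated APP mice, −2.435 in aged WT mice and −1.229 in JQ1-treated APP mice, and by −0.1197 in young JQ1-treated mice. The prediction, made only after the result was seen, was that JQ1-treated samples would match young mice if the aged vehicle samples were the unusual ones, and they lay between the 2. The genes were chosen because JQ1 increased them, so JQ1-treated samples lying above vehicle-treated APP samples was set by the choice. The young mice also differ in age, sex and the unit of the values. The comparison therefore cannot decide whether a batch that differs between JQ1 and vehicle samples is involved. Such a batch cannot be told apart from an effect of JQ1.

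Restoration of the paper's 107 genes. The 63 genes increased by JQ1 had a median GC content of 40.25% and the 40 decreased genes 60.89%. Across the 16 aged samples, the mean signed value of these genes and the slope on GC content of all other genes had r = −0.961 and rho = −0.959 (permutation p = 1e-05 for each, the smallest that the permutations can give, adjusted 3e-05 for each), and r = −0.938 without the 2 farthest samples. Within JQ1-treated APP mice r was −0.986 (exact permutation p = 0.00278, adjusted 0.00417) and rho −0.943 (exact permutation p = 0.0167, adjusted 0.025), with r = −0.909 without the 2 farthest. Within vehicle-treated APP mice r was −0.882 (exact permutation p = 0.0194, adjusted 0.0194) and rho −0.714 (exact permutation p = 0.136, adjusted 0.136), with r = −0.882 without the 2 farthest. The family held 3 correlations, batches are not known, and the prediction was made only after the result was seen. The highest GC content among the increased genes was 50.64% and the lowest among the decreased genes 49.0%. The signed value therefore sets genes of low GC content against genes of high GC content. Its correlation with a slope on GC content is largely built in and cannot show how much of the restoration follows GC content. After the correction, 96 genes stayed nearer the WT mean. The 2 clusters of the aged mice also kept their members after the correction for GC content and length. With the GC correction, in contrast, the JQ1-treated APP mice nearer the WT mean fell from 6 to 4. The restoration may therefore in part follow GC content, and how large that part is cannot be decided here.

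Opposite signs of the genotype and JQ1 changes. Both changes use the same vehicle-treated APP mice. Over all genes tested r was −0.3408 with shared samples, and with separate sets of 3 vehicle-treated APP mice for each change the mean r was −0.1016 (from −0.3202 to 0.06893, negative in 13 of 20 splits). The 7 splits with a positive r all had vehicle replicate 4 in the genotype set. The rank correlation rho was negative in all 20 splits, from −0.3527 to −0.1044, and between 51.1% and 100% of the genes that differed between the genotypes in a split had opposite signs. After the correction for GC content and length this mean was −0.05693, short of the predicted fall by 0.5 times or more. Shared samples may account for part of the opposite signs, but not for all of them by rank correlation. For the 2 genes in both comparisons, 1 of 100 splits, the real one, gave as many. In the splits of each comparison alone the median was 0 genes, so shared genes were hardly possible in other splits. This count therefore does not bear on the shared samples.

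The locus changed in young WT mice. Of 100 splits of the young samples, 5 gave as many loci as the 1 found, the real one included, so a grouping by chance remains possible.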
